# FoxK1 and FoxK2 in insulin regulation of cellular and mitochondrial metabolism

**DOI:** 10.1038/s41467-019-09418-0

**Published:** 2019-04-05

**Authors:** Masaji Sakaguchi, Weikang Cai, Chih-Hao Wang, Carly T. Cederquist, Marcos Damasio, Erica P. Homan, Thiago Batista, Alfred K. Ramirez, Manoj K. Gupta, Martin Steger, Nicolai J. Wewer Albrechtsen, Shailendra Kumar Singh, Eiichi Araki, Matthias Mann, Sven Enerbäck, C. Ronald Kahn

## Abstract

A major target of insulin signaling is the FoxO family of Forkhead transcription factors, which translocate from the nucleus to the cytoplasm following insulin-stimulated phosphorylation. Here we show that the Forkhead transcription factors FoxK1 and FoxK2 are also downstream targets of insulin action, but that following insulin stimulation, they translocate from the cytoplasm to nucleus, reciprocal to the translocation of FoxO1. FoxK1/FoxK2 translocation to the nucleus is dependent on the Akt-mTOR pathway, while its localization to the cytoplasm in the basal state is dependent on GSK3. Knockdown of FoxK1 and FoxK2 in liver cells results in upregulation of genes related to apoptosis and down-regulation of genes involved in cell cycle and lipid metabolism. This is associated with decreased cell proliferation and altered mitochondrial fatty acid metabolism. Thus, FoxK1/K2 are reciprocally regulated to FoxO1 following insulin stimulation and play a critical role in the control of apoptosis, metabolism and mitochondrial function.

## Abstract (web summary)

Insulin signaling represses Forkhead transcription factor FoxO activity, which contributes to organismal metabolism. Here, the authors use proteomics to identify positively regulated insulin signaling targets FoxK1/K2 and demonstrate their role in lipid metabolism and mitochondrial regulation.

## Introduction

Insulin signals through the insulin receptor (IR) and to a lesser extent the insulin-like growth factor-1 receptor (IGF1R) to regulate a variety of cellular functions in multiple tissues, including gene transcription, glucose, lipid, and protein metabolism, as well as cell survival, growth control, and apoptosis^1–8^. The insulin and IGF1 receptor tyrosine kinases mediate their effects through tyrosine phosphorylation of substrate molecules, such as insulin receptor substrates-1 and substrates-2 (IRS-1 and IRS-2), leading to activation of two major pathways: the phosphoinositide 3-kinase (PI3K)-Akt pathway and the MAPK/ERK pathway^9^. The PI3K/Akt pathway activates several distinct downstream pathways and is central to most of the metabolic actions of insulin, whereas the MAPK pathway is more important in regulation of cell growth.

One action of Akt is to phosphorylate members of the FoxO family of Forkhead transcription factors (FoxO1, FoxO3, and FoxO4). This leads to the exclusion of FoxOs from the nucleus, thus blocking their transcriptional activity^10–14^. Extensive studies over the past decade have shown that turning off FoxOs, especially FoxO1 plays a significant role in insulin action and regulation of whole body energy metabolism. In the liver, the decrease in insulin action during fasting allows FoxO1 to enter the nucleus and promote the expression of the gluconeogenic enzymes G6pc (glucose-6-phosphatase, catalytic subunit) and PEPCK (phosphoenolpyruvate carboxykinase)^15–18^. FoxO1 also plays a key role in regulating adipocyte differentiation^19^ and in the insulin-mediated regulation of protein degradation in muscle^20^. Because insulin serves to negate the action of FoxOs by excluding these transcription factors from the nucleus, knockout of FoxO1 in liver or FoxO-1, FoxO-3, and FoxO-4 in muscle can reverse the effects of loss of insulin receptors and their effects on gene expression and metabolism in these tissues^20,21^.

Here, using a proteomics approach, we have identified two members of the FoxK family of Forkhead transcription factors, FoxK1 and FoxK2, as previously unrecognized targets of insulin action. By contrast to FoxO1, these transcription factors are translocated from the cytoplasm to the nucleus after insulin stimulation—a pattern that is reciprocal to that of FoxO1 after insulin stimulation. We show that activation of FoxK1 and FoxK2 after insulin stimulation is dependent on the mTOR and GSK3 pathways. Knockdown of FoxK1 and FoxK2 in a mouse hepatocyte cell-line causes marked alteration of the transcription of genes associated with lipid metabolism and mitochondrial functions. Thus, FoxK1/K2 represent critical components in IR and IGF1R-mediated signal transduction in controlling cell proliferation and metabolism.

## Results

### FoxK1 interacts with intracellular domains of IR and IGF1R

To identify new components of IR and IGF1R signaling, we generated brown preadipocytes in which endogenous insulin and IGF-1 receptors had been genetically inactivated using Cre-lox recombination^2,22^. We then reconstituted the double knockout (DKO) cells with wild-type mouse 6XHis-tagged IR, IGF1R, or one of two chimeric receptors—one with the extracellular domain (ECD) of IR fused to the transmembrane and intracellular domains of the IGF1R (IR/IGF1R) or the ECD of IGF1R fused to the transmembrane and intracellular domains (ICD) of IR (IGF1R/IR) (Fig. 1a). To identify potential protein interactors, cells were stimulated with or without insulin or IGF-1 (depending on the extracellular domain) and treated with the crosslinking agent 3,3′-dithiobis(sulfosuccinimidyl propionate) (DTSSP, 1 mM). The 6XHis-tagged receptors and associated proteins were then pulled down with Talon beads (Fig. 1a). Mass spectroscopic proteomic analysis revealed a number of proteins that co-precipitated with each receptor construct, both in ligand stimulation-dependent and/or ligand stimulation-independent manners (Supplementary Fig. 1a). Among the proteins that associated with both receptors and chimeric receptors in a ligand stimulation-dependent manner was the Forkhead box protein FoxK1 (Fig. 1b). This association was confirmed by pulling-down the His-tagged receptors and immunoblotting for FoxK1 (Fig. 1c).

**Fig. 1:**
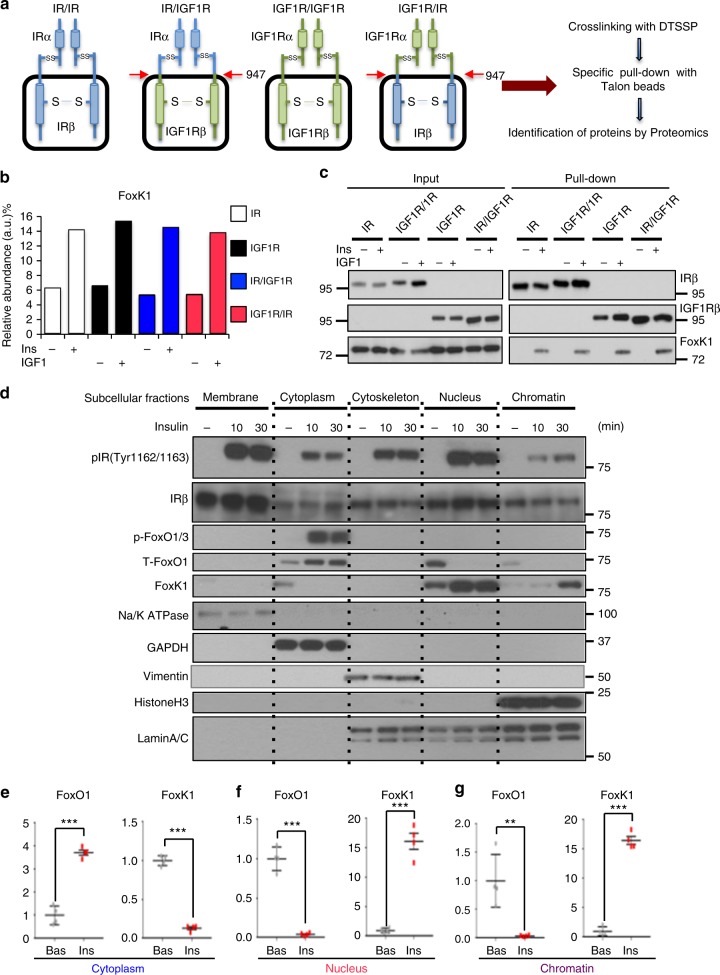
Identification of FoxK1 as a component of IR-mediated and IGFR-mediated signaling complex. **a** Schematic showing proteomic analysis using IR/IGF1R double-knockout preadipocytes reconstituted with normal IR, IGF1R, chimeric IR/IGF1R or IGF1R/IR before and after treatment of insulin/IGF-1. **b** Proteomics results indicating the relative abundance of FoxK peptides associated with immunoprecipitated receptors with or without 100 nM insulin/IGF-1 stimulation for 15 min. **c** His-tagged receptor-containing protein complexes were pulled down with Talon beads following insulin/IGF-1 stimulation and subjected to SDS-PAGE western blotting. Normal or chimeric receptors were detected using antibodies to the IRβ or IGF1Rβ subunits. Bound FoxK1 was detected using anti-FoxK1 antibody. **d** Subcellular fractions of cytoplasm, membrane, cytoskeletal, nucleus and chromatin were prepared from DKO brown preadipocytes re-expressing the IR before (0 min) and after 100 nM insulin for 10 and 30 min. FoxO1 and FoxK1 in each fraction was assessed by immunoblotting, as were markers for different fractions: membrane (IRβ), cytosol (GAPDH), nuclear and cytoskeletal (Lamin A/C) and chromatin (histone H3). **e**–**g** Quantitation of FoxO1 and FoxK1 in the cytoplasmic fractions (**e**), nuclear fractions (**f**) and chromatin fractions (**g**) 30 min after 100 nM insulin treatment as determined by scanning densitometry. (two-tailed Student *t*-test, *P < 0.05; **P < 0.01; ***P < 0.001, *n* = 4). All data are represented as mean ± SEM

FoxK1 is a member of the K family of Forkhead transcription factors and is expressed in many organs and tissues in vertebrates species from fish to human (Supplementary Fig. 1b,c). Previous studies have shown that FoxK1 can shuttle between the cytoplasm and the nucleus in skeletal muscle following cells starvation^23^. To assess effects of insulin on subcellular localization of FoxK1, DKO preadipocytes expressing human insulin receptors were stimulated with insulin then lysed and fractionated by differential centrifugation into membrane (marked by Na/K ATPase), cytoplasm (marked by GAPDH), cytoskeleton (marked by vimentin), nuclear (marked by lamin A/C), and chromatin (both lamin A/C and histone H3 positive) fractions. The levels of FoxK1 and FoxO1 in each fraction were determined by immunoblotting (Fig. 1d and Supplementary Fig. 1d, e). As previously described^13^, FoxO1 was predominantly localized in the nucleus at the basal state (0 min) and, following insulin stimulation, was phosphorylated and translocated into the cytoplasm (Fig. 1d and Supplementary Fig. 2a). In contrast, while FoxK1 protein could be detected in both the cytoplasm and nucleus in unstimulated cells, by 30 min following insulin stimulation, cytoplasmic FoxK1 shuttled from the cytoplasm to the nucleus and chromatin fractions. Interestingly, phosphorylated IR-β subunit was also detected in the nucleus and chromatin fractions, consistent with some previous reports that IR can translocate to the nucleus following insulin stimulation^24,25^. These changes in FoxO1 and FoxK1 in each fraction are quantitated in Fig. 1e–g. This reciprocal pattern of translocation of FoxO1 and FoxK1 was also observed in wild-type brown preadipocytes expressing only endogenous IR (Supplementary Fig. 2b). Thus, opposite to FoxO1, following insulin stimulation FoxK1 is translocated from the cytoplasm to the nucleus and interacts with chromatin.

### Insulin-induced FoxK1 translocation is dependent on Akt

To define the upstream signaling pathways involved in regulation of FoxK1, we analyzed FoxK1 translocation in brown preadipocytes upon insulin stimulation in the presence of the Akt inhibitor MK2206, the PI 3-kinase inhibitor (LY294002) or the MAPK/ERK (MEK1/2) inhibitor U0126. Using cell fraction, in the presence of the Akt inhibitor, FoxK1 was retained in the cytoplasm and inhibited from translocation into the nucleus at 10 and 30 min, whereas the MEK1/2 inhibitor produced only minimal effects on cytoplasmic versus nuclear localization of FoxK1 in the basal state or after insulin stimulation (Fig. 2a, b). Likewise, FoxO1 shuttling from the nucleus to the cytoplasm following insulin stimulation was blocked by inhibition of PI3K and Akt, but not significantly altered by MEK/ERK inhibition (Fig. 2a, c and Supplementary Fig. 3a, b). Translocation of FoxK1 to the nucleus was also observed in response to EGF and to a lesser extent PDGF, and like the effect of insulin and IGF-1, this translocation was blocked by inhibition of PI3K (Supplementary Fig. 3b). Two-photon immunofluorescence microscopic analysis of AML12 liver cells confirmed these findings. Thus, in the basal state, most cells exhibited a predominantly cytoplasmic localization of FoxK1 (Fig. 2d, vehicle), whereas following insulin or IGF-1 stimulation almost all FoxK1 in AML12 cells was in the nucleus, and this nuclear localization was inhibited by either of two PI3K/Akt inhibitors (LY-294002 and MK2206), but not by the MAPK pathway inhibitor U0126 (Fig. 2d and Supplementary Fig. 3c, d, e). FoxK1 translocation from the cytoplasm to the nucleus was also observed in liver tissue following in vivo insulin stimulation (Fig. 2e, f).

**Fig. 2:**
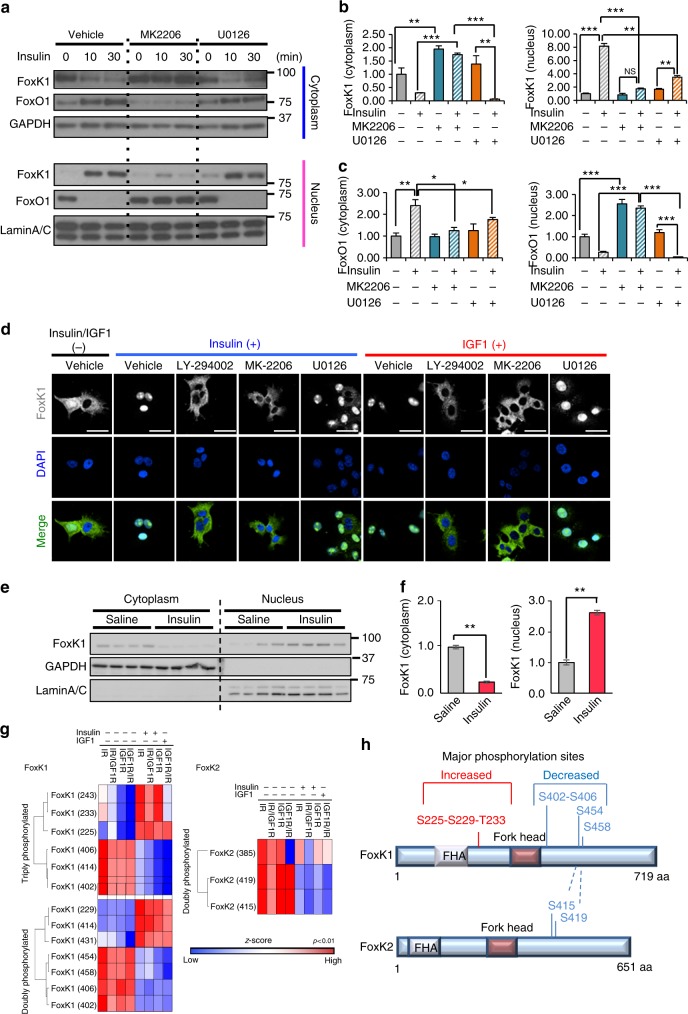
Insulin and IGF-1 regulate nuclear translocation of FoxK1 in an Akt-dependent manner. **a** Immunoblotting of FoxO1 and FoxK1 in nuclear and cytoplasmic fractions extracted from IR-expressing brown preadipocytes before and after stimulation with 10 nM insulin at the indicated times in the presence or absence of the Akt inhibitor MK2206 (5 μM) or the MEK1/2 inhibitor U0126 (20 μM). GAPDH is a cytosolic marker, and Lamin A/C is a nuclear marker. **b**, **c** Densitometry of FoxK1 (**b**) and FoxO1 (**c**) in the cytoplasmic fractions and nuclear fractions 30 min after insulin stimulation as in Supplementary Fig. 3a. (One-way ANOVA followed by Tukey-Kramer post hoc analysis, *P < 0.05; **P < 0.01; ***P < 0.001, *n* = 3). All data are represented as mean ± SEM. **d** Representative images of AML 12 cells immunostained for FoxK1 and DAPI before and 30 min after 100 nM insulin treatment in the presence or absence of 50 μM PI3K inhibitor LY-294002 or 5 μM MK2206 (Akt inhibitor) or 20 μM U0126 (MEK inhibitor). DAPI was used to label the nucleus. Scale bars, 50 μm. **e** Immunoblotting of FoxK1 in nuclear and cytoplasmic fractions extracted from 2-month-old C57BL/6 J mice liver tissues 15 min after injection of saline or 5 U insulin via the inferior vena cava. GAPDH is a cytosolic marker, and Lamin A/C is a nuclear marker. **f** Densitometry of FoxK1and FoxO1 in the cytoplasmic fractions (left) and nuclear fractions (right) 15 min after insulin stimulation as in Fig. 2e (two-tailed Student *t*-test, *P < 0.05; **P < 0.01; ***P < 0.001, *n* = 4). All data are represented as mean ± SEM. **g** Heatmap of Log2 transformed, *z*-score phosphosite intensities for FoxK1 and FoxK2 in the presence or absence of insulin/IGF-1 in cells expressing normal or chimeric receptors. Significant increase or decrease of the phosphorylation clusters for FoxK1 and FoxK2 after insulin/IGF-1 stimulation are shown in panel **h**

To identify the insulin-dependent phosphorylation sites on FoxK1, we performed a global phosphoproteomics analysis^26^ of cells expressing either the native or the chimeric versions of IR and IGF1R with or without insulin/IGF1 stimulation for 15 min. For this analysis, phosphopeptides were enriched prior to MS using TiO_2_. We identified two clusters of phosphorylation sites in FoxK1 and/or FoxK2 that were significantly modulated in a ligand-dependent and receptor-dependent manner (Fig. 2g, h). One was a more N-terminal cluster of sites including Ser225/S229/T233 in FoxK1 that increased following ligand stimulation. The other was a more C-terminal cluster of phosphorylation sites found in both FoxK1 (S402/S406 and S454/S458) and FoxK2 (S415/S419). This cluster showed decreased upon insulin stimulation (Fig. 2g, h and Supplementary Fig. 3e) or in some cases a changing pattern of phosphorylation. For example, in this cluster, the intensity of the triply phosphorylated peptide containing S414 of FoxK1 was decreased after ligand stimulation (Fig. 2g; left upper), while the level of the doubly phosphorylated S414-FoxK1 peptide was increased by ligand stimulation (Fig. 2g; left lower).

### FoxK1/K2 nuclear translocation is also regulated by GSK3α/β

The phosphorylation sites in all clusters in FoxK1 (S225/S229/T233, S402/S406, S454/S458) and FoxK2 (S415/S419) showed the motif S-x-x-x-S (Supplementary Fig. 3d), corresponding to the consensus S/T-x-x-x-S/T motif of GSK3^27^. Previous reports, on the other hand, have suggested that the translocation of FoxK1 from the nucleus to the cytoplasm that occurs with serum starvation in C2C12 muscle cells is dependent on mTOR signaling^25^. To more directly determine if mTOR and/or GSK3 were involved in the regulation of FoxK1 translocation by insulin, AML12 cells were serum-starved for 3 h and stimulated with 100 nM insulin or vehicle for 30 min in the absence or presence of the GSK3α/β inhibitor CHIR99201 or the mTOR inhibitor rapamycin (Fig. 3a). Rapamycin completely inhibited FoxK1 nuclear localization both before and after insulin treatment. Cells treated with the GSK3 inhibitor CHIR99021, on the other hand, showed strong FoxK1 nuclear localization even in the absence of insulin treatment, indicating that even basal GSK3 activity is critical for the retention of FoxK1 in the cytoplasm. Addition of CHIR99021 and rapamycin simultaneously produced effects similar to CHIR99021 alone (Fig. 3a). These results were confirmed by Western blot analysis (Fig. 3b and Supplementary Fig. 4a). By comparison to FoxK1, FoxK2 appears to localize to a greater extent in the nucleus rather than the cytoplasm even before insulin stimulation (Fig. 3b and Supplementary Fig. 4a). Thus, both FoxK1 and FoxK2 were retained in the cytoplasm in the presence of rapamycin, with the translocation into the nucleus being more affected for FoxK1 than FoxK2. Treatment with the GSK3 inhibitor CHIR99021, on the other hand, caused a marked accumulation of both FoxK1 and FoxK2 in the nucleus irrespective of insulin stimulation. These results are quantitated in Fig. 3c, d.

**Fig. 3:**
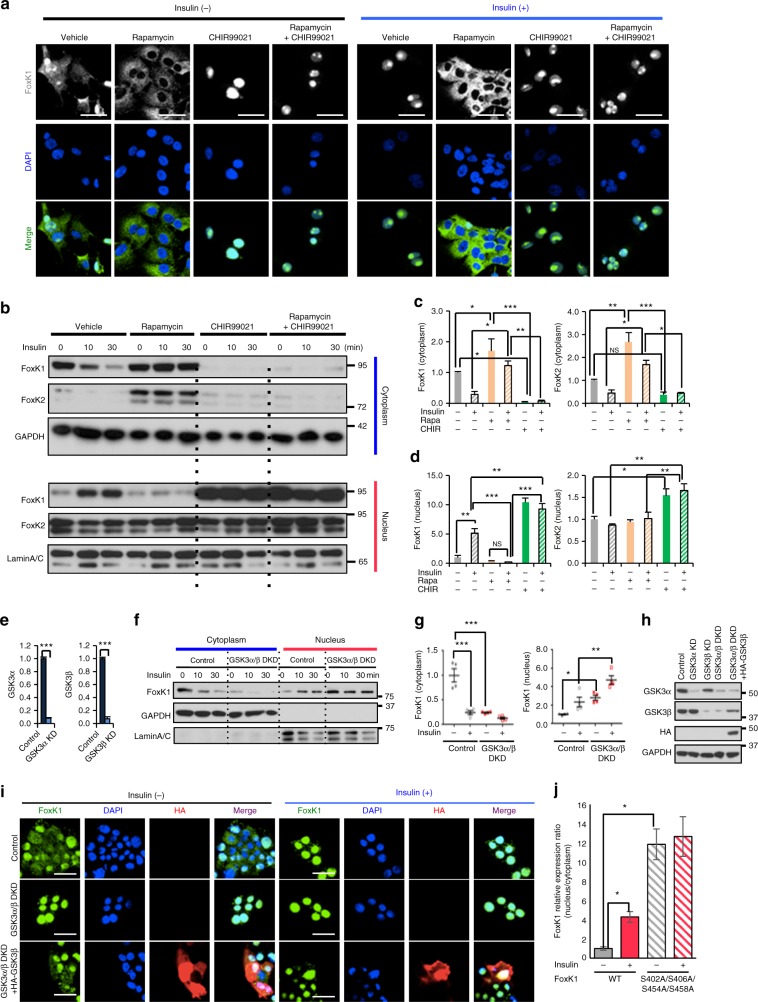
FoxK1/K2 nuclear translocation is induced by GSK3α/β inactivation. **a** Immunostaining of FoxK1 before and 30 min after 100 nM insulin in the presence or absence of rapamycin (100 nM) or/and CHIR99201 (10 μM) in AML12 cells. Scale bars, 50 μm. **b** Nuclear and cytoplasmic fractions extracted from the AML12 cells before and after 100 nM insulin as indicated time points in the presence or absence of 100 nM rapamycin or/and 10 μM CHIR99201. FoxK1/K2 in each fraction was assessed by immunoblotting. **c**, **d** Quantification of FoxK1/K2 intensity in the indicated fractions (**c**, **d**) before and 30 min after insulin in the presence or absence of rapamycin or/andCHIR99201 as shown in Supplementary Fig. 4a. (One-way ANOVA followed by Tukey-Kramer post hoc analysis, *P < 0.05; **P < 0.01; ***P < 0.001, *n* = 3). **e** Quantification of immunoblot (Supplementary Fig. 4b, c) in AML12 cells transfected with Control siRNA or siRNAs for GSK3α or GSK3β cells. (two-tailed Student *t*-test, ***P < 0.001). (*n* = 4). Data are represented as mean ± SEM. **f** Nuclear and cytoplasmic fractionation and immunoblotting of FoxK1 extracted from the indicated cells before and after 100 nM insulin as 10 min and 30 min. **g** Quantitation of FoxK1 in theindicated fractions in Supplementary Fig. 4a (One-way ANOVA followed by Tukey-Kramer post hoc analysis, *P < 0.05; **P < 0.01; ***P < 0.001, *n* = 3). Data are represented as mean ± SEM. **h** Immunoblotting with indicated antibody in AML12 cells transfected with NS siRNA, GSK3α siRNA, GSK3β siRNA, GSK3α/β DKD, and re-expressed with HA-tagged GSK3β in GSK3α/β DKD cells. **i** Immunostaining of FoxK1 before and 30 min after 100 nM insulin in Control, GSK3α/β double knockdown cells and re-expressed with HA-GSK3β in GSK3α/β DKD cells. Scale bars, 50 μm. **j** Nuclear and cytoplasmic fractionation were extracted from cells overexpressing 3XFlag-FoxK1 wild type or the 3XFlag-FoxK1 S402A/S406A/S454A/S458A mutant before and after 100 nM insulin for 30 min. The relative FoxK1 nucleus/cytoplasm protein expression ratio was quantified in Supplementary Fig. 4h. (two-tailed Student *t*-test, *P *<* 0.05, *n* = 3)

To further confirm the role of GSK3 in FoxK localization, we knocked-down GSK3α and GSK3β using RNAi. This produced ~90% reduction of GSK3α/β at the protein level (Fig. 3e and Supplementary Fig. 4b, c). Knockdown of GSK3α and GSK3β markedly reduced the cytoplasmic localization of FoxK1 and increased its nuclear localization (Fig. 3f, g and Supplementary Fig. 4d). This effect of GSK3α/β knockdown on nuclear localization of FoxK1 can be rescued by overexpression of HA-tagged GSK3β cDNA (Fig. 3h, i and Supplementary Fig. 4e). Taken together these inhibitor and knockdown studies demonstrate that translocation of FoxK1 to the nucleus is dependent on the Akt-mTOR pathway, while its localization to the cytoplasm in the basal state is dependent on the serine/threonine protein kinase GSK3. When lysates from insulin stimulated AML12 cells and liver samples were immunoprecipitated with anti-p-Tyr antibody, we could not find any evidence of Tyr phosphorylation of FoxK1 by western blotting (Supplementary Fig. 4f, g). On the other hand, serine-to-alanine substitutions in the GSK3 phosphorylation motifs (S402A/S406A, S454A/S458A) in FoxK1 resulted in markedly reduced cytoplasmic and increased its nuclear localization of FoxK1 as compared with ectopically expressed wild type (WT) FoxK1 (Fig. 3j and Supplementary Fig. 4h).

### FoxK1/K2 as a modifier of insulin signal transduction

To better define the role of FoxK1 and FoxK2, we performed knockdown of both molecules in AML12 cells using RNAi. As expected, knockdown of either FoxK1 (FoxK1 KD) or FoxK2 (FoxK2 KD) did not affect expression or tyrosine phosphorylation of IR or IRS1 (Y612) (Fig. 4a–e). Somewhat surprisingly, however, in both FoxK1 KD and FoxK2 KD cells, insulin-stimulated phosphorylation of Akt (S473), ERK1/2 (T202/Y204), and ribosomal S6 protein (S235/S236) were all increased by 1.5-fold to 3-fold (Fig. 4f–i). The enhanced activation of Akt by FoxK1 or FoxK2 knockdown was associated with enhanced the shuttling of FoxO1 to the cytoplasm in response to insulin (Fig. 4j). Conversely, overexpression of FoxK1 and FoxK2 resulted in reduced phosphorylation of ERK1/2 (T202/Y204) and ribosomal S6 protein (S235/S236), but did not affect expression or phosphorylation of IR/IGF1R, IRS-1 (Y612), or Akt (S473) (Supplementary Fig. 5a–i). Thus, not only is the nuclear translocation of FoxK1/K2 regulated by insulin, but FoxK1/K2 also play a regulatory role in insulin signal transduction and can modify signaling through Akt, ERK, S6K, and FoxO1.

**Fig. 4:**
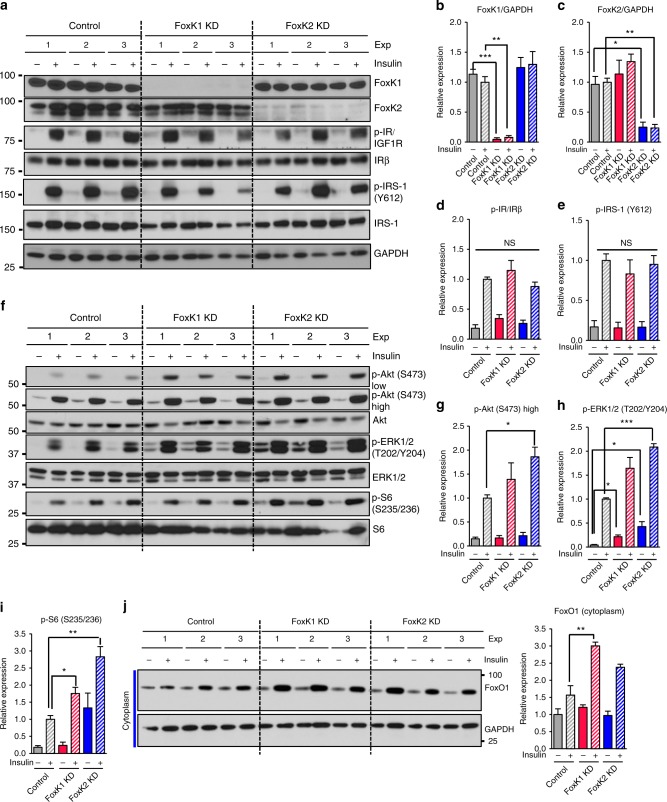
Role of FoxKs in the regulation of insulin-mediated signal transduction. **a** Immunoblotting for phosphorylation of IR and IRS-1 in lysates from Control (NS siRNA) AML12 cells or cells depleted of either FoxK1 (FoxK1 KD) or FoxK2 (FoxK2 KD) cells by siRNAs stimulated with 100 nM insulin for 5 min. **b**–**e** Densitometric analysis of FoxK1, FoxK2, phosphorylated IR and IRS-1 following 5 min stimulation. Data are mean ± SEM (One-way ANOVA followed by *t*-test with Bonferroni correction, *P < 0.05; **P < 0.01; ***P < 0.001, *n* = 3). **f** Immunoblotting of the phosphorylation of Akt, ERK, and S6 in lysates from Control (NS siRNA) AML12 cells or cells depleted of either FoxK1 (FoxK1 KD) or FoxK2 (FoxK2 KD) cells by siRNAs and stimulated with 100 nM insulin for 5 min. **g**–**i** Densitometric analysis of phosphorylated Akt, ERK, and S6 following 5 min insulin stimulation. Data are mean ± SEM (One-way ANOVA followed by *t*-test with Bonferroni correction, *P < 0.05; **P < 0.01; ***P < 0.001, *n* = 3). **j** Cytoplasmic fractionation and immunoblotting of FoxK1 and FoxK2 extracted from the AML12 cells before and after 100 nM insulin as indicated time points (0 min, 15 min)) in the Control, FoxK1 KD and FoxK2 KD cells (left) and quantitation by scanning densitometry (right). Data are mean ± SEM (One-way ANOVA followed by *t*-test with Bonferroni correction, *P < 0.05; **P < 0.01; ***P < 0.001, *n* = 3)

### Regulation of gene expression by loss of FoxK1 and FoxK2

To define the roles of FoxK1 and FoxK2 in gene expression, FoxK1 KD, FoxK2 KD, and FoxK1/FoxK2 double knockdown (DKD) AML12 cells (confirmed by western blot analysis Fig. 5a and Supplementary Fig. 6a) were serum-starved, and then stimulated with insulin (100 nM) or vehicle for 6 h. Total mRNAs from these cells were subjected to RNAseq analysis using an Illumina HiSeq 2500 platform. 

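The sequenced RNA came from 30 cultures of AML12 cells, a mouse hepatocyte line, in 8 groups. Control, FoxK1 KD, FoxK2 KD and DKD cells were each analysed without insulin (basal) and after insulin stimulation (100 nM). Every group had 4 replicates except Control and DKD cells after insulin stimulation, which had 3 each. The labels give the basal samples a time of 0 h, while the paper's text describes vehicle for 6 h. The authors deposited the number of reads counted on each of 49089 Ensembl genes, without normalization. Between 2141460 and 5668270 reads per sample were counted on genes, with group medians from 2656166 in insulin-stimulated FoxK1 KD cells to 4440783 in basal FoxK2 KD cells. Of the identifiers, 48349 were found in the GENCODE M21 annotation of GRCm38, from which the symbols, gene types and coordinates were taken. The 11368 genes that passed edgeR's filterByExpr were normalized by the TMM method and tested in a model of the 8 groups with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. As in the paper, an FDR below 0.25 was the threshold, with a fold change above 1.5 for the effects of insulin. The median standard error of a log2 fold change was 0.13 for DKD against Control at basal and 0.20 for the difference in insulin effect between DKD and Control, so that small changes were better resolved in the basal comparison. Simulated counts held 200 genes changed by 1.5-fold or more and were scored at an FDR below 0.05 without a fold-change minimum. On these counts the basal comparison recovered 89.5% of the changed genes, with 5.29% of its calls false, and the difference in insulin effect recovered 74%. These shares do not apply to calls at an FDR below 0.25 or to smaller changes. The main model took the replicates as unpaired.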

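The knockdown of both targets was measurable in the same samples. Foxk1 (ENSMUSG00000056493.9) lies on chromosome 5 of GRCm38 from 142401497 to 142462011. At basal its CPM, the count scaled to the TMM-normalized library size, was 81.4 ± 10.4 (SD, n = 4) in Control, 36.8 ± 6.4 (n = 4) in FoxK1 KD, 69.9 ± 10.7 (n = 4) in FoxK2 KD and 46.5 ± 3.4 (n = 4) in DKD cells. These means were 45.2%, 85.8% and 57.1% of Control. The log2 fold change of Foxk1 was -1.14 (standard error 0.12) in FoxK1 KD cells, with an adjusted p of 6.2e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and -0.82 (0.12) in DKD cells, with an adjusted p of 8.9e-06. In FoxK2 KD cells it was -0.23 (0.11), with an adjusted p of 0.441 from the same edgeR test. Foxk2 (ENSMUSG00000039275.9) lies on chromosome 11 from 121259990 to 121309896 and was counted at 140.2 ± 8.2 CPM (SD, n = 4) in Control, 117.0 ± 12.1 (n = 4) in FoxK1 KD, 47.3 ± 3.5 (n = 4) in FoxK2 KD and 50.2 ± 5.7 (n = 4) in DKD cells. Its log2 fold change was -1.57 (standard error 0.09) in FoxK2 KD and -1.49 (0.09) in DKD cells, with adjusted p of 8.3e-15 and 8.1e-14 in the edgeR test, and -0.26 (0.08) in FoxK1 KD cells, with an adjusted p of 0.0487. After insulin stimulation, Foxk1 was at 58.2% of Control in FoxK1 KD and 64.6% in DKD cells, and Foxk2 at 40.4% in FoxK2 KD and 39.5% in DKD cells.

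**Figure D1:**
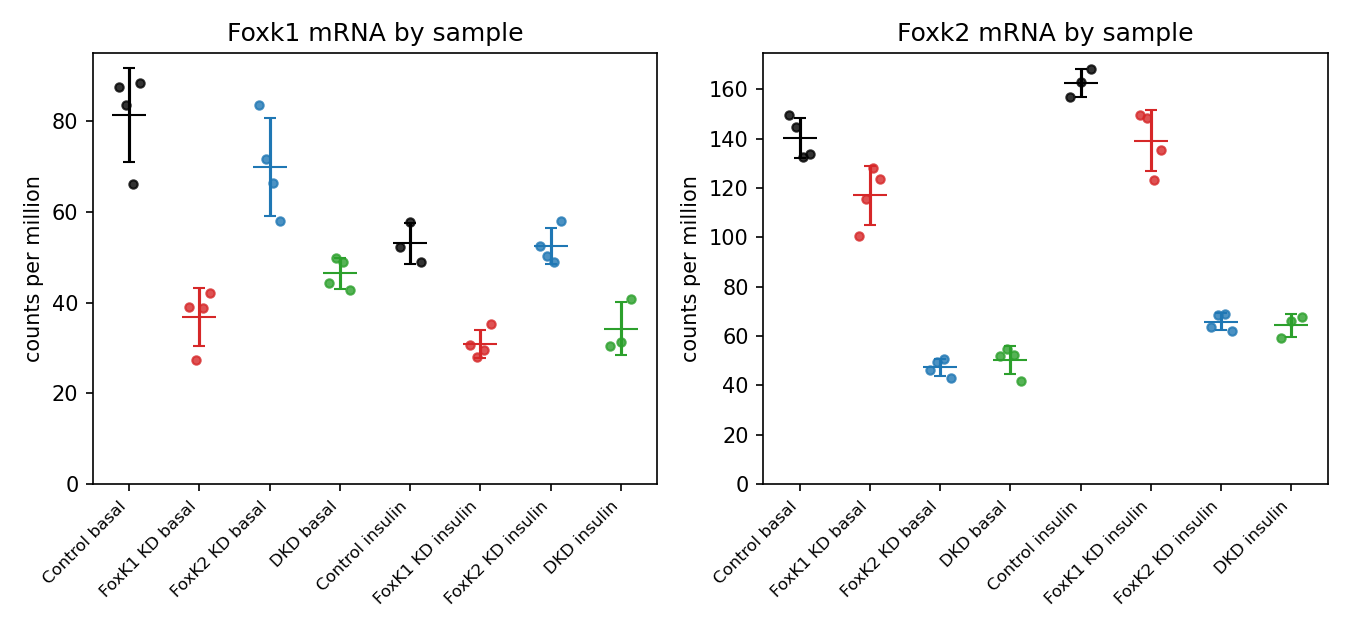
CPM (y axis) of Foxk1 (left) and Foxk2 (right) in each of the 30 samples, with the mean (horizontal line) and SD (error bar) of each of the 8 groups. Foxk1 was lowest in the FoxK1 KD and DKD groups and Foxk2 in the FoxK2 KD and DKD groups, with Foxk2 between 41.9 and 68.9 CPM in every FoxK2 KD and DKD sample.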

Principle component analysis demonstrated the global change in gene expression of with both individual knockdowns and especially the DKD cells (Fig. 5b). 

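Principal component analysis of the 16 basal samples, on log2-CPM of the 11368 tested genes centred on each gene's mean, gave a PC1 with 26.0% of the variance and a PC2 with 16.7%. Mean PC1 scores were 22.0 ± 4.6 (SD, n = 4) in DKD, -13.8 ± 7.4 (n = 4) in FoxK1 KD, -5.8 ± 6.4 (n = 4) in FoxK2 KD and -2.3 ± 14.9 (n = 4) in Control cells. The spread of the Control group came from replicate 1, whose PC1 score was 19.9 and whose PC2 score was -40.8, while the other 3 lay between -10.5 and -8.3 on PC1. The distance of each knockdown from Control was measured as the mean root-mean-square log2-CPM difference between samples of the 2 groups minus that within groups. It was 0.097 for DKD, 0.039 for FoxK1 KD and 0.012 for FoxK2 KD cells. No other split of the 8 samples into 4 and 4 gave as large a value for DKD or for FoxK1 KD cells (exact permutation test, p = 0.0286 each, the smallest p that 35 splits allow). For FoxK2 KD cells 2 of the 35 splits did (exact permutation test, p = 0.0571), with a mean difference of 0.376 between and 0.364 within groups. For FoxK2 KD cells the exact permutation p was 0.0286 with the 500 most variable genes in place of all, 0.0571 with a prior count of 0.5 or with scaled genes, and 0.114 (4 of 35 splits) without Control replicate 1. From the positions of the groups in Fig. 5b, the paper concludes that each knockdown, and DKD most of all, changed expression globally.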

In the basal state, of over 13,000 transcripts detected, 5974 genes were differentially expressed in DKD cells, with 2996 upregulated and 2978 downregulated, compared with the Control (FDR < 0.25, Supplementary Fig. 6b). 

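In basal DKD cells 2407 genes were upregulated and 2545 downregulated against Control at an FDR below 0.25 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. These 4952 genes were 43.6% of the 11368 tested, and 3780 genes had an unadjusted p below 0.05, where 568.4 would be expected by chance. The median size of the log2 fold change among the called genes was 0.35. The labels number the replicates from 1 in each group. With that number as a block in the model, 2378 genes were upregulated and 2474 downregulated, while a check of the pairing showed that samples with the same number were no more alike than others (mean correlation -0.013 over 99 pairs against 0.0043 over 294 pairs, permutation test, p = 0.929, one-sided). At an FDR below 0.05 the counts without the block were 1169 and 1229, and at an FDR below 0.25 with a fold change above 1.5 they were 507 and 357, the alternative that moved them most. The same model gave 3028 changed genes in FoxK1 KD cells and 408 in FoxK2 KD cells. Log2 fold changes in DKD cells rose with the GC content of the gene (Spearman's rho 0.47 across genes, which are not independent replicates). With each sample's trend on GC content and gene length taken out, 4007 genes were called, among them 3081 of the 4952 in the same direction. The genes with the largest changes among those with an FDR below 0.05, a mean log2-CPM of at least 1 and no overlap between the samples of the 2 groups were Rps2-ps10 (log2 fold change 7.74, standard error 1.00), Gm13668 (6.75, 0.98) and Gm42939 (6.71, 0.65) upregulated, and Gm19807 (-1.88, 0.44), Cox7c (-1.79, 0.33) and Kdm6bos (-1.78, 0.56) downregulated. The edgeR adjusted p of these 6 genes lay between 2.9e-08 and 0.0205. Rps2-ps10 (ENSMUSG00000091957.3, chromosome 18 from 61259008 to 61259972) and Gm13668 (ENSMUSG00000083072.2, chromosome 2 from 73959669 to 73960669) are processed pseudogenes whose reads can be shared with their parent genes, and they and Gm42939 were near 0 in Control, FoxK1 KD and FoxK2 KD basal cells and present in the 5 other groups. Cox7c (ENSMUSG00000017778.14) stood at 543 CPM in Control replicate 1 and between 108 and 143 in the other 3. Leaving out each replicate in turn, its log2 fold change stayed between -2.03 and -0.98.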

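Genes selective to a single knockdown were counted as those past an FDR below 0.25 in that knockdown and not called in the same direction in the other single knockdown or in DKD cells, a definition fixed before the data were examined. By this count 774 genes were upregulated and 997 downregulated selectively in FoxK1 KD cells, and 32 were upregulated and 43 downregulated selectively in FoxK2 KD cells. The wording of the paper places the selective genes among those changed in DKD cells, which the definition above leaves out. Counted among the genes called in DKD cells, as those called also in one knockdown and not in the other, 471 and 552 genes were selective to FoxK1 KD and 60 and 39 to FoxK2 KD cells. With only the groups compared in the model, 241 and 310 genes were selective to FoxK1 KD, and 0 and 1 to FoxK2 KD cells. Across fits that each left out one replicate, the FoxK2 KD counts ranged from 9 to 64 upregulated and from 15 to 103 downregulated genes. In FoxK2 KD cells 1272 genes had an unadjusted p below 0.05, against 568.4 expected by chance.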

Among these, 358 upregulated genes and 378 downregulated genes were selective to FoxK1 KD, and 84 genes were selectively upregulated and 57 were downregulated in Foxk2 KD cells (Supplementary Fig. 6b). 

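Gene sets were tested with limma's camera on voom values, over the mouse Reactome sets with 10 to 600 tested genes, because sigPathway was not used here. In basal DKD cells 1 set was upregulated and 2 were downregulated at an FDR below 0.05. The downregulated sets were Mitotic Prometaphase (96 genes, mean log2 fold change -0.17, camera FDR 7.7e-04) and Resolution of Sister Chromatid Cohesion (88 genes, -0.16, FDR 0.00364). Of the genes in Mitotic Prometaphase, 46 were downregulated and 4 upregulated at an FDR below 0.25. The larger Cell Cycle set (426 genes) had a mean log2 fold change of -0.08, with 150 genes downregulated and 58 upregulated (camera FDR 0.0572). Cholesterol biosynthesis (22 genes, mean -0.15) had an FDR of 0.0509, with 12 genes downregulated and 2 upregulated. Among mitochondrial sets, the citric acid cycle and respiratory electron transport (124 genes) had a mean of -0.05 and an FDR of 0.361. Of its genes, 41 were downregulated and 21 upregulated. Respiratory electron transport (71 genes) had a mean of -0.04 and an FDR of 0.587, and mitochondrial fatty acid beta-oxidation (15 genes) a mean of -0.02 and an FDR of 0.806. Mitochondrial translation (83 genes) went the other way, with a mean of 0.04, 17 genes upregulated and 13 downregulated (FDR 0.905). The Apoptosis set (122 genes) had a mean of 0.02, with 28 genes upregulated and 28 downregulated (FDR 0.939). The upregulated set was Glutathione conjugation (21 genes, mean 0.31, FDR 0.0336). With the correlation between genes estimated for each set instead of fixed at 0.01, no set was past the threshold in DKD cells, while fgsea placed 5 upregulated and 17 downregulated sets past it. With the replicate number as a block 2 sets were upregulated and 8 downregulated, and fits that each left out one Control basal replicate gave from 0 to 3 and from 2 to 20.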

Gene set pathway analysis indicated that genes related to cell proliferation, cell metabolism, and mitochondrial metabolism were downregulated in DKD cells compared with Control, while genes of the apoptosis pathway were upregulated (Supplementary Fig. 6c and Supplementary Table 1). A heatmap of the top 50 differentially expressed genes in DKD cells fell into two distinct clusters (Fig. 5c and Supplementary Table 2). 

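The 6 genes named here were all upregulated in basal DKD cells. Mcam (the paper's Mcam1; ENSMUSG00000032135.14, chromosome 9 from 44134469 to 44142727) rose the most, from 1.3 ± 0.5 CPM (SD, n = 4) in Control to 4.8 ± 1.8 (n = 4) in DKD cells, a log2 fold change of 1.92 with a standard error of 0.33 (adjusted p = 7.5e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It had 380 counts over all 30 samples. Ccnd1 (ENSMUSG00000070348.5, chromosome 7 from 144929931 to 144939925) rose from 414 ± 56 CPM (SD, n = 4) to 693 ± 42 (n = 4), a log2 fold change of 0.74 with a standard error of 0.08 (edgeR adjusted p = 1.8e-08). The log2 fold changes of the remaining genes were 0.88 for Wdr45, 0.71 for Alpl, 0.70 for Adgrg1 and 0.47 for Sgk1, with standard errors of 0.13, 0.13, 0.08 and 0.10. Their edgeR adjusted p lay between 2.5e-07 and 0.00136. With each replicate of the 2 groups left out in turn, all 6 stayed past the threshold. Of the 28 genes of this group in Fig. 5c, 28 were upregulated at an FDR below 0.25, with a median log2 fold change of 0.88, and 25 changed more than 1.5-fold. The paper picked the genes of Fig. 5c by significance in the same data, so this count was to be foreseen.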

Twenty-eight genes (*Group I*) were upregulated in DKD cells, including cyclin D1 (*Ccnd1*), serum/glucocorticoid regulated kinase 1 (*Sgk1*), adhesion G protein-coupled receptor G1 (*Adgrg1*), melanoma cell adhesion molecule (*Mcam1*), alkaline phosphatase, liver/bone/kidney (*Alpl*), and the WD-repeat domain phosphinositide-interacting protein 4 (*Wdr45*), a molecule associated with autophagy. Twenty-two genes were highly downregulated in DKD cells (*Group II*). These were mostly genes associated with lipid metabolism, including stearoyl-CoA desaturase-1 and desaturase-2 (*Scd1 and Scd2*), mitochondrially encoded NADH dehydrogenase 6 (*mt-ND6*), vascular cell adhesion molecule (*Vcam1*), AF4/FMR2 family member 4 (*Aff4*), trans-golgi network protein (*Tgoln1)*, and of course, *Foxk1* and *Foxk2*. 

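All 8 genes named here were downregulated in basal DKD cells at an FDR below 0.25. Scd1 (ENSMUSG00000037071.2, chromosome 19 from 44394455 to 44407879) fell from 1060 ± 110 CPM (SD, n = 4) in Control to 604 ± 43 (n = 4) in DKD cells, a log2 fold change of -0.81 with a standard error of 0.08 (adjusted p = 5.5e-09, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Scd2 (ENSMUSG00000025203.5) fell from 4660 ± 358 CPM (SD, n = 4) to 3096 ± 170 (n = 4), a log2 fold change of -0.59 with a standard error of 0.07 (edgeR adjusted p = 1.5e-07). The mitochondrially encoded mt-Nd6 had a log2 fold change of -1.15 (standard error 0.11, edgeR adjusted p = 8.1e-09). For Vcam1 it was -0.90 (0.08), for Aff4 -0.72 (0.07) and for Tgoln1 -0.43 (0.08), with edgeR adjusted p of 1.4e-09, 1.8e-08 and 1.3e-04. Control replicate 1 had the highest Vcam1 (351 CPM, against 271 to 282 in the other 3) and Tgoln1 (823 against 667 to 675), and without it the log2 fold changes were still below 0, within -0.94 to -0.81 and -0.46 to -0.36 over all fits that left out one replicate. Of the 22 genes of this group in Fig. 5c, 22 were downregulated at an FDR below 0.25, with a median log2 fold change of -0.76, and 17 changed more than 1.5-fold. This group, too, was picked in the same data, so its count is no independent evidence.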

To determine the effect of FoxK1 in mice, we also induced deletion of FoxK1 in liver by tail vein injections of adenovirus encoding GFP (Control) or Cre into FoxK1^flox/flox^ mice. Interestingly deletion of FoxK1 in liver caused the decrease in expression of *Vcam1*, *Aff4, and Tgolin1* mRNAs and conversely increased in expression of *Mcam, Adgrg1, and Sgk1* mRNAs liver (Supplementary Fig. 6d).

**Fig. 5:**
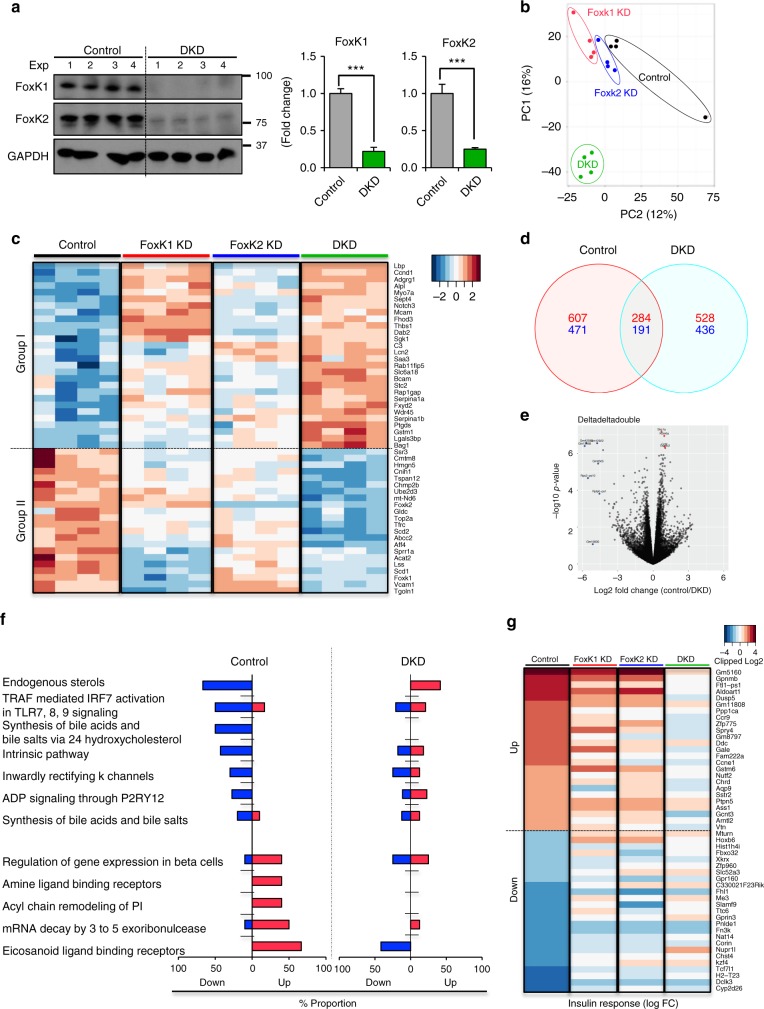
Role of FoxKs in the regulation of gene expression. **a** Immunoblotting of FoxK1 and FoxK2 from lysates of Control (NS siRNA) and FoxK1/K2 double knockdown (DKD) cells using siRNAs (two-tailed Student *t*-test, *P < 0.05; **P < 0.01; ***P < 0.001) (*n* = 4). All data are represented as mean ± SEM. **b** PCA plots of the transcriptome profiles of Control (Black), FoxK1 KD (Red), FoxK2 KD (Blue), and DKD (Green) cells. **c** Heatmap of top 50 most significantly changed genes among all groups. **d** Venn diagram showing the numbers of significantly regulated genes by insulin in Control and DKD cells (FDR < 0.25). **e** Volcano plot showing the distribution of differentially regulated genes by insulin stimulation with log-fold change in Control versus DKD fold change on *X*-axis and −log10 *P* value on *Y*-axis. **f** Top directionally regulated reactome pathways by insulin in Control but not DKD cells. **g** Heatmap of top 50 (up and down: each top 25 for each) differentially regulated by insulin in Control and DKD cells

Knockdown of FoxK1 and FoxK2 also affected gene expression after 6 h insulin stimulation. 

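Insulin stimulation of Control cells (3 stimulated and 4 basal samples) upregulated 691 genes and downregulated 676 at an FDR below 0.25 and a fold change above 1.5 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Without the fold-change minimum, the alternative that moved the counts most, 2517 genes were upregulated and 2786 downregulated. With DESeq2 in place of edgeR the counts were 673 and 635, and with limma-voom 708 and 642. With the replicate number from the labels as a block they were 687 and 685. Over the 7 fits that each left out one replicate they ranged from 684 to 763 upregulated and from 597 to 797 downregulated genes. The genes with the largest downward changes among those with an FDR below 0.05, a mean log2-CPM of at least 1 and no overlap between the samples of the 2 groups were Ifit3b (log2 fold change -3.13, standard error 0.19), Corin (-2.64, 0.64) and Depp1 (-2.58, 0.34). Ifit3b (ENSMUSG00000062488.9, chromosome 19 from 34607970 to 34613401) fell from 36.7 ± 2.1 CPM (SD, n = 4) to 4.2 ± 1.3 (n = 3), with an edgeR adjusted p of 3.4e-14. The largest upward changes were in Rps2-ps10 (log2 fold change 8.15, standard error 0.96), Gm13668 (6.52, 1.06) and Gm42939 (6.28, 0.72), the same genes that were near 0 in Control, FoxK1 KD and FoxK2 KD basal cells and present in the 5 other groups. The edgeR adjusted p of Corin, Depp1 and these 3 genes lay between 1.5e-07 and 0.00223.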

In Control AML12 cells, 891 transcripts were upregulated (indicated in red numbers) and 662 transcripts were downregulated (indicated in blue numbers) by insulin (at an FDR < 0.25, |FC| > 1.5) (Fig. 5d). These included a number of metabolic genes, other protein-coding genes and non-coding genes, i.e., pseudogenes, miRNAs, and snoRNAs. 

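By the gene types of GENCODE M21, the insulin-regulated genes of Control cells comprised 556 upregulated and 612 downregulated protein-coding genes, of 10683 tested. Pseudogenes made up 83 of the upregulated and 17 of the downregulated genes, of 251 tested, and their reads can be shared with the genes they were copied from. Pseudogenes were also 10 of the 52 genes lower in every Control, FoxK1 KD and FoxK2 KD basal sample than in all 18 other samples. A library batch or a change in read assignment was therefore not excluded for the pseudogenes. The other types included 3 upregulated snoRNAs and 1 upregulated miRNA, with 0 downregulated, and 15 upregulated and 10 downregulated antisense transcripts. Long intergenic RNAs numbered 10 upregulated and 13 downregulated. With every gene tested that had at least 1 count in any sample, 188 pseudogenes, 12 snoRNAs and 4 miRNAs were upregulated, of 3406, 209 and 289 tested. In the same order, 42, 0 and 1 were downregulated.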

DKD cells showed a similar number of changes after insulin stimulation, with only approximately 30% of insulin upregulated and insulin downregulated genes being similarly regulated in both Control and DKD cells (Fig. 5d, e). 

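In DKD cells (3 stimulated and 4 basal samples) insulin stimulation upregulated 535 genes and downregulated 430 at the same thresholds of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of the genes regulated in Control cells, 250 upregulated and 179 downregulated genes were regulated in the same direction in DKD cells, which was 36.2% and 26.5%, or 31.4% of all 1367. This share moved most without the fold-change minimum, to 46.2%. Under the alternatives that changed the test, the gene filter, the samples or the FDR it lay between 24.0% with every gene of at least 1 count and 31.7% with only the compared groups in the model. Another 15 genes were past the thresholds in opposite directions. Of the genes called in Control cells only, 358 of 441 upregulated and 389 of 497 downregulated genes moved in the same direction in DKD cells, by median log2 fold changes of 0.28 and -0.26 against 0.76 and -0.74 in Control. In the test of the difference in insulin effect between the genotypes, 121 and 175 of them had an FDR below 0.25. Over all 11368 genes the insulin effects in Control and DKD cells had a Pearson correlation of 0.48 and a Spearman correlation of 0.53 across genes, which are not independent replicates. From Fig. 5d and e, the paper states that the number of changes was similar in DKD cells and that a minority of the insulin-regulated genes were regulated alike in both genotypes.

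**Figure D2:**
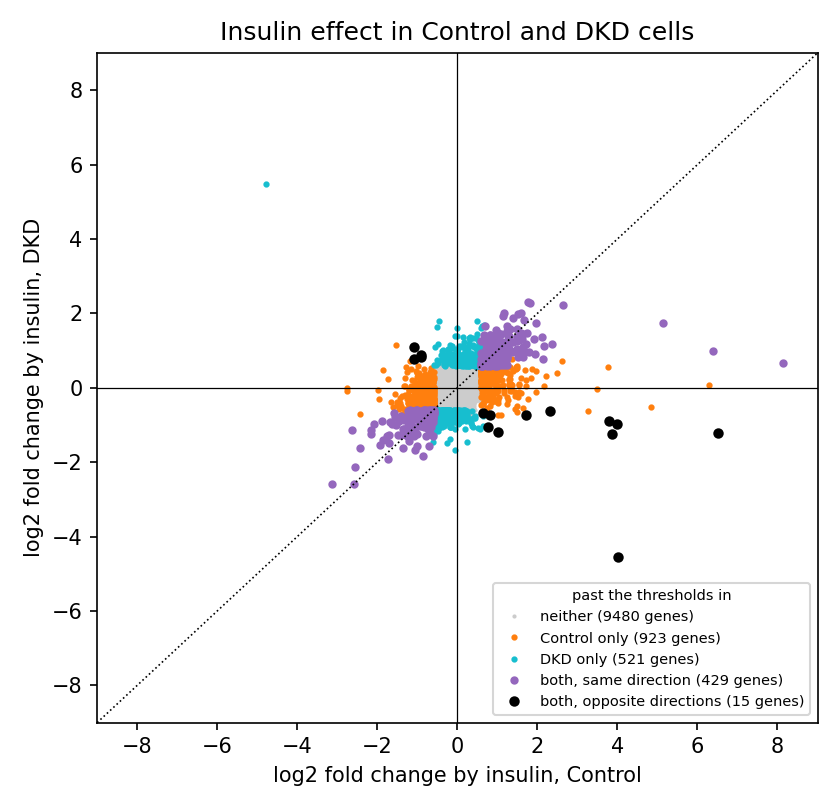
Log2 fold change by insulin stimulation in Control cells (x axis) and DKD cells (y axis) for each of the 11368 tested genes, coloured by where the gene was past an FDR of 0.25 and a fold change of 1.5; the dotted line marks equal effects. Most genes called in Control only lie above or below the horizontal line on the same side as in Control, and 15 genes were called in opposite directions.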

Gene set analysis showed that insulin stimulation induced upregulation of genes involved in classical metabolic pathways, such as glycolysis, glucose metabolism, cholesterol biosynthesis, and genes regulated in diabetes in both Control and DKD AML12 cells (Supplementary Table 3). 

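With camera over the Reactome sets, insulin stimulation upregulated 88 sets and downregulated 5 in Control cells, and upregulated 86 and downregulated 22 in DKD cells, at an FDR below 0.05. Cholesterol biosynthesis (22 genes) rose by a mean log2 fold change of 0.50 in Control and 0.52 in DKD cells, with 20 genes upregulated in each at an FDR below 0.25 (camera FDR 4.5e-13 and 8.6e-19). Glycolysis (24 genes) rose by 0.46 and 0.40, with 15 and 16 genes upregulated (camera FDR 7.2e-08 and 2.3e-07). Glucose metabolism (58 genes) rose by 0.23 and 0.27, with 26 and 27 genes upregulated (camera FDR 1.4e-04 and 1.2e-06). None of these 3 sets differed in its insulin effect between DKD and Control cells, with mean differences of 0.03, -0.05 and 0.04 on the log2 scale and camera FDRs of 0.880, 0.784 and 0.908. With the correlation between genes estimated for each set, the numbers of sets fell to 13 upregulated and 1 downregulated in Control and to 19 and 3 in DKD cells.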

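The 12 Reactome sets of Fig. 5f had few tested genes, from 1 in Eicosanoid ligand-binding receptors to 12 in Synthesis of bile acids and bile salts. At an FDR below 0.25 and a fold change above 1.5, 3 sets held an insulin-regulated gene in Control cells: Amine ligand-binding receptors (1 of 3 tested genes upregulated), Acyl chain remodelling of PI (1 of 5 upregulated) and TRAF6 mediated IRF7 activation (1 of 8 downregulated). In DKD cells 2 sets held one, with 1 of 8 genes upregulated in TRAF6 mediated IRF7 activation and 1 of 8 downregulated in Inwardly rectifying K+ channels. Without the fold-change minimum the shares in Control cells were the same in Amine ligand-binding receptors and Eicosanoid ligand-binding receptors and larger in the other sets, each in its direction in Fig. 5f. Of the tested genes, 50% were downregulated in Endogenous sterols, 42.9% in Synthesis of bile acids and bile salts via 24-hydroxycholesterol, 62.5% in TRAF6 mediated IRF7 activation and 66.7% in the Intrinsic Pathway of Fibrin Clot Formation, and 60% were upregulated in Acyl chain remodelling of PI and 50% in mRNA decay by 3' to 5' exoribonuclease. Camera could be run on the 2 sets with at least 10 tested genes. For Synthesis of bile acids and bile salts the mean log2 fold change was -0.12 in Control and 0.17 in DKD cells, a difference of 0.29 (camera FDR 0.306). For mRNA decay by 3' to 5' exoribonuclease it was 0.18 and 0.07 (FDR of the difference 0.878). The difference in insulin effect was past the FDR threshold of 0.05 in 0 sets.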

Interestingly, DKD cells showed the blunted regulation of other pathways upon insulin stimulation, including eicosanoid ligand binding receptors, mRNA decay acyl chain remodeling and amine ligand binding receptors, endogenous sterols and synthesis of bile acids and bile salts via 24-hydroxycholesterol (Fig. 5f and Supplementary Fig. 6e). A heat map and list of the top 50 differentially regulated genes by insulin at the 6 h time point among all groups, including a comparison between Control vs. DKD, is shown in Fig. 5g, Supplementary Fig. 6f and Supplementary Table 4. This revealed significant changes in several genes associated with glucose and lipid metabolism: 6-phosphofructose 2 kinase (*1810024B03Rik*), radical S-adenosyl methionine domain containing 2 (*Rsad2*), dual specificity phosphatase 5 (*Dusp5*), apolipoprotein C4 (*Apoc4*), glutathione S-transferase mu6 (*Gstm6*), arginosuccinate synthase 1 (*Ass1*), aldolase 1A (*Aldoart1*), DOPA carboxylase (*Ddc*), ubiquitin-specific peptidase 17 line A (*Usp17la*), methionine adenosyltransferase 1A (*Mat1a*), glucosaminyl (N-acetyl) transferase 3, mucin type (*Gcnt3*), aquaporin 9 (*Aqp9*), UDP glucose 4 epsilon (*Gale*), hexokinase 2 (*Hk2*), and the cystine/glutamate transporter (*Slc7a11*).

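Of the 25 upregulated genes of Fig. 5g, 8 had enough counts to be tested, and all 8 were upregulated by insulin stimulation in Control cells at an FDR below 0.25 and a fold change above 1.5, with log2 fold changes from 1.23 to 6.38. Of the 25 downregulated symbols, 23 were found in the annotation and 9 were tested. All 9 were downregulated in Control cells, with log2 fold changes from -2.64 to -1.67. The remaining genes of Fig. 5g that were found in the annotation were left out of the tests by filterByExpr for low counts. Since the paper took the genes of Fig. 5g from the same data, their directions were to be foreseen.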

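Among those of these genes that passed the filter on low counts, insulin stimulation of Control cells raised Slc7a11 (ENSMUSG00000027737.10) from 8.4 ± 1.7 CPM (SD, n = 4) to 30.1 ± 7.2 (n = 3), a log2 fold change of 1.82 with a standard error of 0.17 (adjusted p = 6.8e-10, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Hk2 (ENSMUSG00000000628.10) rose from 15.1 ± 2.7 CPM (n = 4) to 50.1 ± 3.1 (n = 3), a log2 fold change of 1.74 with a standard error of 0.12 (edgeR adjusted p = 6.6e-13). Dusp5 (ENSMUSG00000034765.6) rose from 1.7 ± 0.8 CPM (n = 4) to 4.1 ± 1.3 (n = 3), a log2 fold change of 1.23 with a standard error of 0.35 (edgeR adjusted p = 0.0080). In DKD cells the log2 fold changes were 2.27 for Slc7a11, 1.48 for Hk2 and -0.44 for Dusp5. The difference in insulin effect between DKD and Control was -1.67 (standard error 0.49) for Dusp5, with an edgeR adjusted p of 0.0705. Basal Dusp5 was higher in DKD cells, at 2.58 to 4.63 CPM against 0.50 to 2.32 in Control. For Hk2 and Slc7a11 it was -0.26 (0.18) and 0.45 (0.28), with edgeR adjusted p of 0.540 and 0.478. The genes below the filter had between 37 and 120 counts each over all 30 samples. When every gene with at least 1 count was tested, the log2 fold change in Control cells was 2.84 for Aldoart1, 2.90 for Aqp9, 2.53 for Ddc, 2.28 for Gstm6, 2.05 for Gcnt3, 1.98 for Rsad2 and 1.76 for Mat1a, with edgeR adjusted p between 0.0059 and 0.0591, while Ass1 (0.70), Apoc4 (0.46), Usp17la (0.04) and the 6-phosphofructose 2 kinase gene of the list (1.25) had edgeR adjusted p between 0.340 and 1.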

### FoxK1/2 regulate mitochondrial β-oxidation and biogenesis

Transcriptome analysis in the DKD cells revealed clear alterations in genes involved in mitochondrial metabolism including *Tomm22, Mfn2, Letm1*, and *Mtch1* (Fig. 6a, Supplementary Fig. 6c and Supplementary Tables 5, 6). In addition, DKD cells showed increased expression of multiple genes associated with mitochondrial oxidative phosphorylation, such as components of NADH dephosphorylase 1 subunit complex (*Ndufs8, Ndufb3, Ndufa11, Ndufv1, Ndufv9, Ndufc2*, and *Ndufb7*); ATPase H^+^ transforming subunits (*Atp6v1g1, Atp6v1b2, Atp6v1f, Atp6v0b, Atp6v0a1, Atp6v0a2*, and *Atp6v0a4*); ATP synthases (*ATP5o*, and *ATP5g3*); cytochrome C oxidase subunits (*Cox6b1, Cox7a1, Cox10*, and *Cox6b1*); succinate dehydrogenase complexes (*Sdha, Sdhd, Sdhb, Sdhc*); and ubiquinol cytochrome C reductase binding proteins (*Uqcrq*). These genes which are upregulated in the DKD cells are presumably normally downregulated by the action of FoxK1 and FoxK2. 

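In basal DKD cells 3 of these genes were upregulated and 1 was downregulated. Mtch1 (ENSMUSG00000024012.17, chromosome 17 from 29332072 to 29347934) rose from 145 ± 29 CPM (SD, n = 4) in Control to 203 ± 12 (n = 4) in DKD cells, a log2 fold change of 0.49 with a standard error of 0.10 (adjusted p = 9.4e-04, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Mfn2 (ENSMUSG00000029020.13) had a log2 fold change of 0.44 (standard error 0.09, edgeR adjusted p = 5.8e-04) and Letm1 (ENSMUSG00000005299.6) of 0.35 (standard error 0.08, edgeR adjusted p = 0.00241). Tomm22 (ENSMUSG00000022427.3, chromosome 15 from 79670861 to 79673400) fell from 407 ± 78 CPM (SD, n = 4) to 256 ± 32 (n = 4), a log2 fold change of -0.67 with a standard error of 0.12 (edgeR adjusted p = 2.0e-04). Of the mitochondrial genes read from Fig. 6a, the 21 shown as lower in DKD cells all had log2 fold changes below 0, 17 of them at an FDR below 0.25, and 25 of the 26 shown as higher had log2 fold changes above 0, also 17 at an FDR below 0.25. Their medians were -0.33 and 0.31, and 5 and 3 of them changed more than 1.5-fold. Fig. 6a was drawn from the same data, so these directions are no independent evidence. Control replicate 1 had the highest Mtch1, 188 CPM against 129 to 132 in the other 3 replicates.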

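Of the 24 different symbols in this list, 23 were found in the annotation and 22 were tested in basal DKD cells. Log2 fold changes were above 0 for 18 of them, and 12 were upregulated at an FDR below 0.25 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 4 of which changed more than 1.5-fold. The largest increases were in Ndufb7 (log2 fold change 0.98), Ndufa11 (0.89) and Ndufs8 (0.74), with edgeR adjusted p of 0.00128, 0.0357 and 2.5e-04. Atp5g3 (ENSMUSG00000018770.9, chromosome 2 from 73908447 to 73911326) was past the threshold in the other direction. It was at 412 ± 151 CPM (SD, n = 4) in Control and 308 ± 24 (n = 4) in DKD cells, a log2 fold change of -0.42 with a standard error of 0.15 (edgeR adjusted p = 0.0456), and in 1 of the 8 fits that each left out one replicate it was no longer past the threshold (largest edgeR adjusted p 0.303). The median log2 fold change of the 22 genes was 0.19. With each replicate left out in turn, between 9 and 12 of the genes were upregulated at an FDR below 0.25.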

Interestingly, DKO cells showed marked downregulation of other mitochondrial regulatory genes, including other subunits of the NADH dephosphorylase 1 subunit complex (*Ndub2, Ndufs2, Ndufs1, Ndufv2, Ndufa5*, and *Ndufa1*); cytochrome C1 and cytochrome oxidase subunits (*Cox6a1, Cox7c, Cox5a, Cox17* and *Cox7b*); ATPase H^+^ transforming subunits (Atp5g1, Atp6v1e1, Atp6v1d, and Atp6v0d1); ATP synthases (*ATP6v0c, ATP5g1* and *ATP5e*); pyrophosphatase (*Ppa2*) and some components of the ubiquinol cytochrome C reductase complex (*Uqcrfs1, Uqcrb*, and *Uqcr10*). Thus, FoxK1 and FoxK2 upregulate and downregulate many of the nuclear-encoded components of mitochondrial oxidative phosphorylation and the cytochrome C pathway (Supplementary Fig. 6c).

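Of the 21 different symbols in this list, 20 were found in the annotation, and all 20 were tested in basal DKD cells. Log2 fold changes were below 0 for 19 of them, and 13 were downregulated at an FDR below 0.25 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 6 of which changed more than 1.5-fold. Atp6v1e1 had a log2 fold change of 0.11. The largest decrease was in Cox7c (ENSMUSG00000017778.14, chromosome 13 from 86044816 to 86046904), with a log2 fold change of -1.79 (standard error 0.33, edgeR adjusted p = 2.1e-04). Its mean of 234 ± 206 CPM (SD, n = 4) in Control cells included 543 CPM in replicate 1, and DKD cells were at 67.9 ± 12.1 (n = 4). The next were Ndufa5, Cox5a and Cox17, with log2 fold changes of -0.86, -0.86 and -0.85 and edgeR adjusted p of 3.5e-04, 7.0e-05 and 2.1e-04. The median of the 20 genes was -0.38. With each replicate left out in turn, between 13 and 15 of them were downregulated at an FDR below 0.25.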

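At an FDR below 0.25 in basal DKD cells, 12 of the 22 tested genes of the first list and 13 of the 20 of the second changed in the stated direction, and 1 and 0 in the other. From the basal changes in both directions, the paper concludes that FoxK1 and FoxK2 upregulate and downregulate nuclear-encoded components of oxidative phosphorylation. Both lists were named from the same data, so a shared direction was to be foreseen. Between DKD and Control cells after insulin stimulation, 0 genes of either list differed at this FDR. There 14 of the 22 and 12 of the 20 genes were above 0, with medians of 0.08 and 0.05. A batch between basal DKD and Control samples was not excluded.

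**Figure D3:**
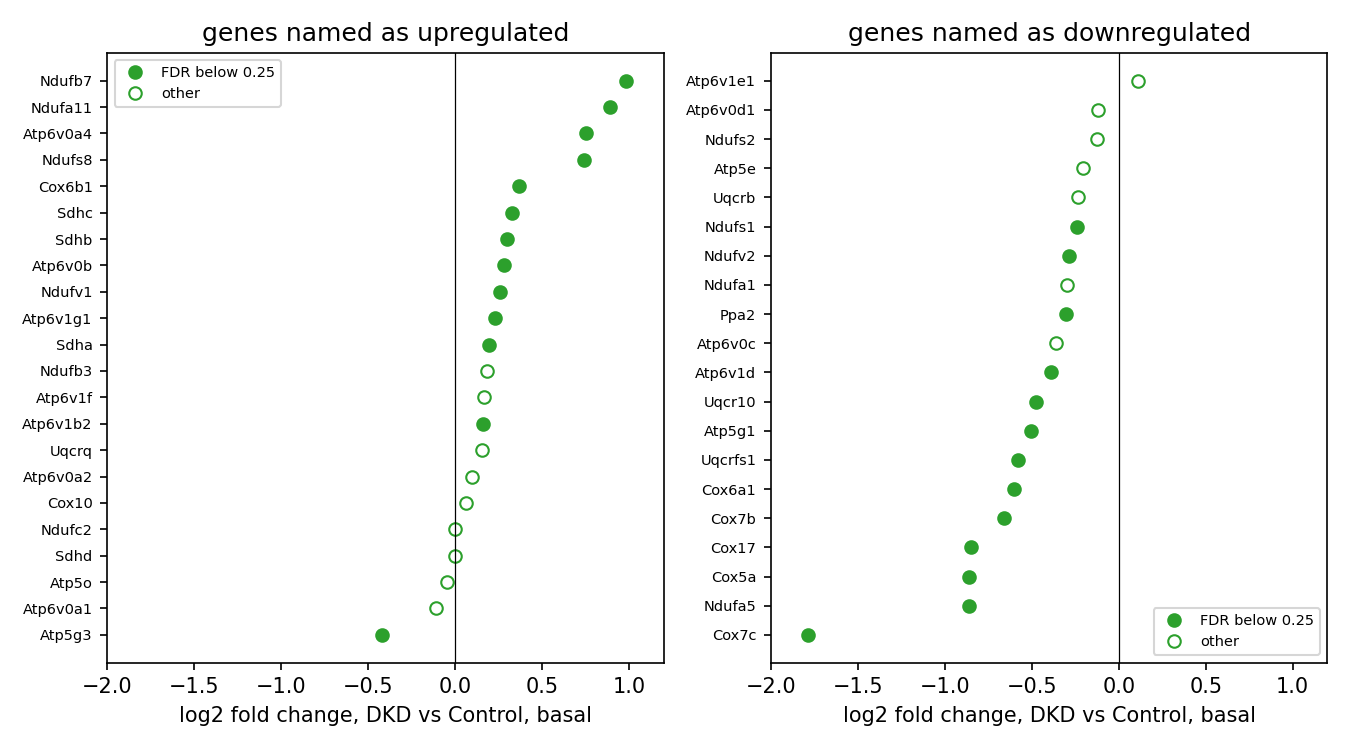
Log2 fold change in basal DKD cells against Control for the 22 tested genes the paper names as upregulated (left) and the 20 it names as downregulated (right); filled points are genes with an FDR below 0.25. Cox7c had the largest change (-1.79), and Atp5g3 (-0.42) lies opposite to its list.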

**Fig. 6:**
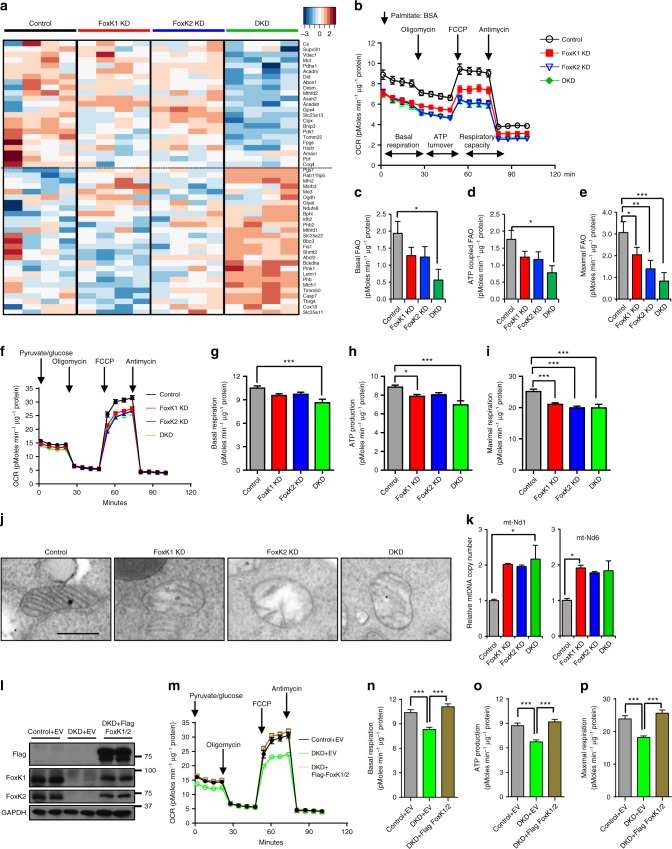
Role of FoxKs in the regulation of FAO and mitochondrial biogenesis. **a** Heatmap of mitochondrial-related gene expression in all groups. **b** Measurement of FAO) using Seahorse Bioanalyzer. **c**–**e** Quantitation of basal (**c**), ATP-coupled (**d**) and maximal (**e**) OCRs of FAO. Error bars represent SEM. (One-way ANOVA followed by post hoc analysis, *P < 0.05; **P < 0.01; ***P < 0.001, Control, *n* = 7, FoxK1 KD, *n* = 8, FoxK2 KD, *n* = 9 and DKD, *n* = 8). **f** Mitochondrial oxidative phosphorylation activity in Control, Foxk1 KD, Foxk2 KD, and DKD cells. Quantitation of **g** basal respiration, (**h**) ATP production, and (**i**) maximal respiration capacity as measured by OCR. Error bars represent SEM. (One-way ANOVA followed by Dunnett’s post hoc analysis, *P < 0.05; **P < 0.01; ***P < 0.001, Control, *n* = 14, FoxK1 KD, *n* = 14, FoxK2 KD, *n* = 13 and DKD, *n* = 13). **j** Representative electron microscopic images of mitochondria in Control, FoxK1 KD, FoxK2 KD and DKD AML 12 cells. Scale bar, 0.5 μm. **k** Mitochondrial DNA copy number was assessed by qPCR of mt-ND1/mt-ND6 and normalized to genomic DNA encoding GAPDH in extracted total DNA. (One-way ANOVA followed by post hoc analysis, *P < 0.05; **P < 0.01; ***P < 0.001, *n* = 4). **l** Immunoblotting with anti-FoxK1, FoxK2, and Flag antibody in lysates from Control (NS siRNA), DKD and DKD cells re-expressing Flag-tagged FoxK1/K2. **m** Mitochondrial oxidative phosphorylation activity in Control, DKD cells and DKD cells re-expressing Flag-FoxK1/K2 measured by Seahorse Bioanalyzer. 25 mM glucose and pyruvate mix was used as substrate. Quantification of basal respiration (**n**), ATP production (**o**) and maximal respiratory capacity (**p**) as measured by OCR. Error bars represent SEM. (One-way ANOVA followed by Dunnett’s post hoc analysis, *P < 0.05; **P < 0.01; ***P < 0.001, Control + EV, *n* = 13, DKD + EV, *n* = 13 and DKD + Flag-FoxK1/K2, *n* = 12)

To determine the impact of these changes on fatty acid β-oxidation, we analyzed the levels of fatty acid oxidation (FAO) in control and knockdown cells using palmitate/BSA as substrate (Fig. 6b). DKD cells showed over a 70% reduction in basal FAO (Fig. 6c), a 55% reduction in ATP-coupled FAO (Fig. 6d), and a 73% reduction in maximal FAO (Fig. 6e) compared with Controls. Single knockdown of FoxK1 or FoxK2 showed intermediate reductions (Fig. 6c–e). We then analyzed the mitochondrial function by measuring the oxygen consumption rate of cells using pyruvate/glucose as substrates (Fig. 6f). Again, DKD cells showed significant reductions in basal respiration (17.8 %), ATP-production (21.3%), and maximal respiration (21.0%) compared with Controls, and the single FoxK1 KD and FoxK2 KD cells showing intermediate reductions (Fig. 6g–i).

These changes in mitochondrial function were associated with altered mitochondrial morphology as visualized by electron microscopy. Both the single KD and DKD cells had mitochondria with reduced matrix density, disrupted and scanty cristae and a more rounded shape (Fig. 6j) in comparison with the control mitochondria with normal ameboid shape and well-preserved cristae (Fig. 6j). Despite the decrease in mitochondrial size, there was an increase in copy number of the mitochondrial genes *mt-Nd1* and *mt-Nd6* relative to the nuclear gene (*Gapdh*) by qPCR in FoxK1 KD and DKD cells presumably as a compensatory reaction to the mitochondrial dysregulation (Fig. 6k Supplementary Fig. 6g). The effects of FoxK1/K2 DKD on mitochondrial respiration activity and the levels of fatty acid oxidation (FAO) were rescued by re-expression of FoxK1 and FoxK2 (Fig. 6l–p and Supplementary Fig. 6h–k).

### Role of FoxK1 in cell proliferation and survival

Using a computational approach, we aligned the potentially regulated genes in the RNA-seq data with the potential promoter consensus sequences^23^ for the Forkhead/winged-helix motif of FoxK1 and FoxK2 (Fig. 7a and Supplementary Fig. 7a). 

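The insulin effect in DKD cells differed from that in Control cells for 459 genes, 271 with a higher and 188 with a lower log2 fold change in DKD cells, at an FDR below 0.25 and a fold change above 1.5 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. This compares the change by insulin stimulation in DKD cells (3 stimulated and 4 basal samples) with that in Control cells (3 and 4). An unadjusted p below 0.05 was found for 1661 genes, where 568.4 would be expected by chance. Without the fold-change minimum 1123 genes were past the threshold, and with an FDR below 0.05 there were 136. A direct comparison of insulin-stimulated DKD and Control cells gave 210 genes. With the replicate number from the labels as a block the difference in insulin effect was past the thresholds for 448 genes, and leaving out each replicate in turn gave 281 to 572. The largest increases in insulin effect were in Gm17066 (2.17, standard error 0.52), Cox7c (1.97, 0.51) and Gm12940 (1.74, 0.40), with edgeR adjusted p between 0.0199 and 0.0423. Of these, Cox7c and Gm12940 had their highest Control basal value in replicate 1. The largest decreases were in Gm13668 (-7.74, standard error 1.20), Rps2-ps10 (-7.47, 1.20) and Gm42939 (-6.22, 0.83), with edgeR adjusted p between 3.5e-04 and 8.6e-04, and these 3 genes were near 0 in the Control samples without insulin and not in the DKD samples without insulin. The promoter motifs were not analysed here.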

Comparing the 1151 genes differentially regulated in the FoxK1/K2 DKD cells after insulin stimulation to changes in control cells (at a FDR < 0.25, |FC| > 1.5), we found 262 genes, including 13 transcription factors, which have a FoxK1 and/or FoxK2 consensus motif in their promoter regions (Fig. 7a). Another 598 genes have motifs in their promoter regions that could be targeted by the 13 FoxK1/K2-regulated transcription factors. Thus, 860 (262 + 598) of the genes whose expression was altered contain either FoxK1/K2 motifs or motifs regulated by the downstream transcription factors in their promoter regions. The remaining 291 genes do not contain any of these motifs, suggesting that they are regulated by other transcriptional events (Fig. 7b). 

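Of the 74 genes read from Fig. 7d, 73 were tested, and the insulin effect of 56 of them differed between DKD and Control cells at an FDR below 0.25 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Among these 56 genes 33 had a higher and 23 a lower log2 fold change by insulin stimulation in DKD cells, and 16 also passed a fold change of 1.5. The differences of the 73 genes lay between -1.03 and 0.89 on the log2 scale. With each replicate left out in turn, between 26 and 68 of the genes were past the threshold. The paper took the genes of Fig. 7d from the same data, as highly affected, so a large share past the threshold was to be foreseen. Tested as Reactome sets without regard to motifs, 0 sets differed in insulin effect between DKD and Control cells at a camera FDR below 0.05.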

Gene set analysis revealed that genes related to cell proliferation, apoptosis, and mitochondrial metabolism carrying the FoxK1/K2 motif were among the most markedly altered in DKD cells (Fig. 7c, d and Supplementary Fig. 7b).

**Fig. 7:**
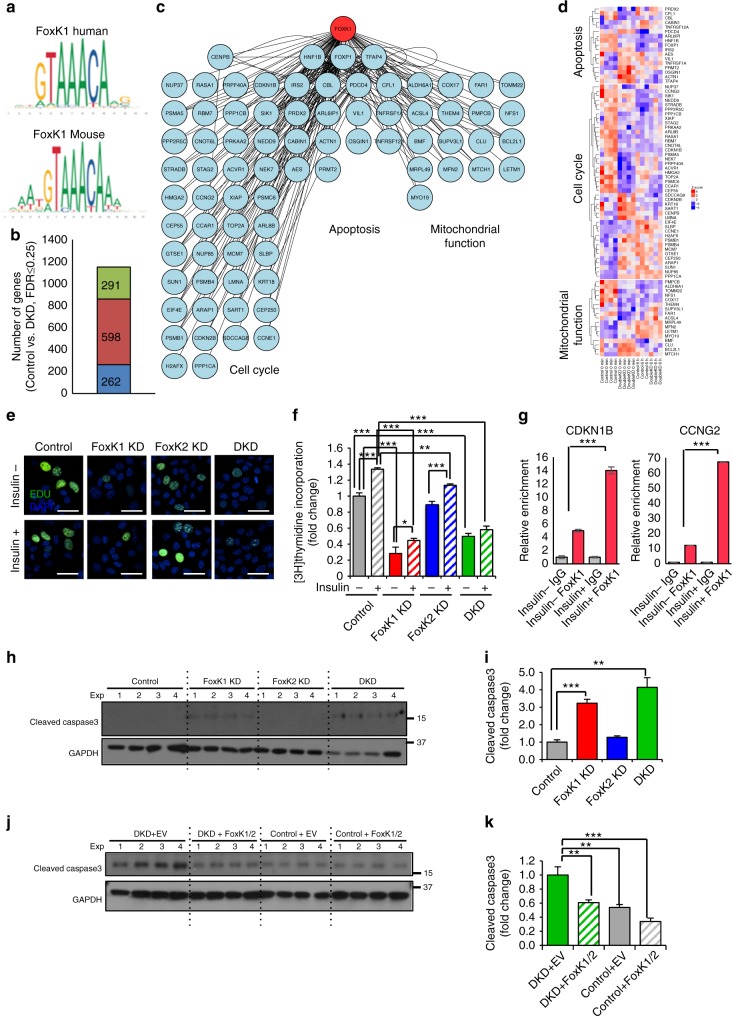
Increased apoptosis and reduced proliferation in FoxK1/K2 KD cells. **a** The promoter consensus sequences for FoxK1 in mice or humans based on Bowman, C. J. et al.^23^. **b** The bar graph shows the number of genes (262) carrying the consensus FoxK1/K2 motifs in the promoter regions among 1,151 genes that were differentially regulated in the DKD cells after insulin stimulation compared with those of the Control. **c**, **d** The network profile and the heatmap showed three groups of genes with the FoxK1/K2 motifs in the promoter regions as involved in the cell cycle, apoptosis and mitochondria-related genes that were highly affected after insulin stimulation in the Control and DKD cells. **e** Representative images of EdU (green) incorporation in Control. Foxk1 KD, Foxk2 KD and DKD AML12 cells incubated with 100 µM insulin or vehicle for 24 h. EdU is stained green, and nuclei are stained blue (DAPI). Scale bars, 50 μm. **f** [^3^H]-thymidine incorporation in Control, FoxK1 KD, FoxK2 KD and DKD AML12 cells with or without insulin stimulation for 24 h. (One-way ANOVA followed by Tukey-Kramer post hoc analysis, *P < 0.05; **P < 0.01; ***P < 0.001, *n* = 4). **g** qChip of FoxK1 at the promoter regions of indicated genes in AML12 cells before and 30 min after 100 nM insulin treatment. (One-way ANOVA followed by Dunnett’s post hoc analysis, *P < 0.05; **P < 0.01; ***P < 0.001, *n* = 4). **h** Immunoblotting for cleaved caspase3 in lysates from cells after 24 h serum starvation. **i** Densitometric analysis of cleaved caspase3 in all groups. (One-way ANOVA followed by *t*-test with Bonferroni correction, *p < 0.05; **,*p* < 0.01; ***p < 0.001, *n* = 4). **j** Immunoblotting for cleaved caspase3 in lysates from Control (NS siRNA), DKD, Control + Flag-FoxK1/K2 and DKD + Flag-tagged FoxK1/K2 after serum starvation 24 h. **k** Densitometric analysis of cleaved caspase3 in the groups shown in panel **i**. (One-way ANOVA followed by *t*-test with Bonferroni correction, *P < 0.05; **P < 0.01; ***P < 0.001, *n* = 4). All data are represented as mean ± SEM

Given that DKD cells showed dysregulation of genes involved in cell proliferation in response to insulin stimulation, we examined the role of FoxK1 and FoxK2 on cell growth. Both FoxK1 KD and the DKD cells showed 52–74% decreases in [^3^H]-thymidine and 5-ethynyl-20-deoxyuridine (EdU) incorporation into DNA after insulin stimulation compared with control cells, indicating the important role of FoxK1 on insulin stimulation of DNA synthesis and mitogenesis (Fig. 7e, f). Consistent with a role of FoxK1 in cell proliferation, chromatin immunoprecipitation (ChIP), and quantitative PCR (qChIP) analysis showed that FoxK1 can interact directly with the promoter regions of Cyclin-dependent kinase inhibitor 1B (*Cdkn1b)* and Cyclin-G2 (*Ccng2)*, both of which carry a FoxK1 consensus motif, following insulin stimulation (Fig. 7g). We also observed differences in the basal proliferation rates of FoxK1 KD cells compared with control cells (Fig. 7e, f) and differences in the basal of levels of expression of genes involved in cell cycle (Supplementary Fig. 7c-e). 

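Basal expression of cell cycle genes was compared through the Reactome sets with limma's camera. In FoxK1 KD cells the Cell Cycle set (426 genes) had a mean log2 fold change of -0.09, with 117 genes downregulated and 26 upregulated at an FDR below 0.25 (camera FDR 0.00361). DNA Replication (93 genes) had a mean of -0.14, with 34 genes downregulated and 3 upregulated (camera FDR 5.8e-04). In DKD cells the Cell Cycle set had a mean of -0.08, with 150 genes downregulated and 58 upregulated (camera FDR 0.0572), and DNA Replication a mean of -0.03 (camera FDR 0.742). In FoxK2 KD cells the Cell Cycle set had a mean of -0.02, with 15 genes downregulated and 6 upregulated (camera FDR 0.908), and DNA Replication a mean of 0.02 (camera FDR 0.908). For the G2/M phase markers shipped with the Seurat package (54 tested genes), the means were -0.16 in FoxK1 KD, -0.22 in DKD and -0.08 in FoxK2 KD cells, with camera p of 6.9e-07, 2.9e-07 and 1.6e-04. For its S phase markers (43 genes) they were -0.16, -0.06 and 0.02, with camera p of 2.5e-04, 0.148 and 0.730. Among the G2/M markers 21, 31 and 6 genes were downregulated at an FDR below 0.25 in FoxK1 KD, DKD and FoxK2 KD cells. From the lower expression of cell cycle genes in FoxK1 KD and DKD cells, beside its proliferation assays, the paper concludes that these cells have a lower potential to proliferate.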

Likewise, FoxK1 KD and DKD cells showed downregulation in multiple genes involved in cell cycle regulation, while FoxK2 KD cells which showed minimal effect on proliferation altered only a small number of these genes (Supplementary Fig. 7f, g). Thus, FoxK1 KD and DKD cells have a lower proliferation potential despite the enhanced ERK1/2 phosphorylation upon insulin stimulation (Fig. 4g, h).

While FoxK1 KD and FoxK2 KD cells caused some changes in expression in common downstream targets, they showed clear differences in both upregulated and downregulated genes in the pathway analysis (Supplementary Fig. 7h). Thus, FoxK1 KD resulted in decreases in genes in pathways associated with cell cycle, cell survival, biosynthetic and metabolic, and stress response, while FoxK2 KD showed decreases in a small number of pathways, including genes involved in secretion and bile acid metabolism. 

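At basal, camera found 10 sets upregulated and 139 downregulated in FoxK1 KD cells, and 1 upregulated and 0 downregulated in FoxK2 KD cells, at an FDR below 0.05. With the correlation between genes estimated for each set they were 0 and 0 in both knockdowns, the largest move for FoxK1 KD cells. For FoxK2 KD cells, fits that each left out one Control basal replicate gave from 1 to 5 upregulated and from 0 to 1 downregulated sets. The sets with the smallest p among those lower in FoxK1 KD cells were Cholesterol biosynthesis (22 genes, mean log2 fold change -0.28, camera FDR 2.6e-09), Gluconeogenesis (26 genes, -0.23, camera FDR 6.2e-05) and Glycolysis (24 genes, -0.23, camera FDR 8.9e-05). Of the 22 genes of Cholesterol biosynthesis, 17 were downregulated and 1 was upregulated at an FDR below 0.25. In FoxK2 KD cells the sets with the smallest p among those lower were Cholesterol biosynthesis (-0.07, camera FDR 0.277), Glycolysis (-0.08, camera FDR 0.390) and the Norepinephrine Neurotransmitter Release Cycle (11 genes, -0.18, camera FDR 0.455). Bile acid and bile salt metabolism (20 genes) had a mean log2 fold change of 0.03 in FoxK2 KD cells (camera FDR 0.949).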

Likewise, FoxK1 KD caused increases in expression of genes associated with extracellular matrix, apoptosis and intracellular calcium influx, while FoxK2 KD caused increases in expression of genes associated with cell–cell interactions and immune responses. 

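In FoxK1 KD cells the sets with the smallest p among those higher included G alpha q signalling events (37 genes, mean log2 fold change 0.19, camera FDR 0.00455) and G alpha 12 13 signalling events (42 genes, 0.14, camera FDR 0.00593). Extracellular matrix organization (114 genes) had a mean of 0.03, with 20 genes upregulated and 13 downregulated (camera FDR 0.461). The Apoptosis set (122 genes) had a mean of -0.06, with 15 genes upregulated and 35 downregulated (camera FDR 0.118). In FoxK2 KD cells Glutathione conjugation (21 genes, mean 0.19) had a camera FDR of 0.00576, and the next sets, Metal ion SLC transporters (17 genes, 0.15) and HS-GAG biosynthesis (15 genes, 0.14), had an FDR of 0.107 each. Glutathione conjugation had 3 upregulated genes and 0 downregulated genes in FoxK2 KD cells.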

Consistent with the altered expression of genes involved in cell survival and apoptosis in FoxK1 KD cells, both FoxK1 KD or DKD cells showed significantly increased caspase 3 cleavage compared with control cells following prolonged serum starvation (Fig. 7h, i). Re-expression of exogenous FoxK1 and FoxK2 reversed the levels of cleaved caspase 3 in the DKD cells to those of the control (Fig. 7j, k) indicating an anti-apoptotic effect of FoxK1 and FoxK2.

## Discussion

Insulin and IGF-1 are potent regulators of cell growth and metabolism. These effects are mediated by changes in protein phosphorylation, protein localization and activity, and gene expression. Despite considerable progress over the past decade in understanding the molecular mechanisms underlying these effects, except for members of the FoxO family, most other potential regulators of the transcriptional effects of these hormones remain poorly understood. The present study provides important insights into this process by showing that in addition to FoxO transcription factors, insulin and IGF1 receptors also regulate the function of FoxK family of Forkhead factors, specifically FoxK1 and FoxK2. This regulation involves multisite phosphorylation via the actions of Akt, GSK3, and mTOR, leading to translocation of FoxK1/K2 from the cytoplasm to the nucleus and the nuclear chromatin fraction, i.e., in the opposite direction of FoxOs. Using mutational analysis, we show that GSK3 phosphorylation at S402/S406 and S454/S458 in FoxK1 play a major role in its translocation. Thus, under basal conditions, FoxK1/K2 are localized in the cytoplasm, and this is dependent on GSK3-mediated phosphorylation. After insulin stimulation, there is activation of Akt with increased phosphorylation of GSK3. This results in a decrease in GSK3 activity, decreased phosphorylation of FoxK1/K2 at this serine phosphorylation motif and translocation of FoxK1/K2 into the nucleus where they can both activate and repress gene expression^25^. This is associated with a change in transcriptional profile decreasing mitochondrial oxidation and favoring long-term survival of cells during active cell proliferation.

There are multiple levels of crosstalk between insulin signaling and FoxK1/K2. First, these transcription factors can be co-immunoprecipitated with these receptors in a ligand-dependent manner. Second, translocation of FoxK1/K2 occurs co-incident with translocation of phosphorylated IR/IGF1R to the nucleus. However, we could not find any evidence of direct Tyr phosphorylation of FoxK1 by the receptor. Rather, as noted above, this translocation is dependent on serine phosphorylation of FoxK1, which is downstream of Akt, mTOR, and GSK3. Although the exact molecular mechanism of translocation remains to be determined, the translocation of FoxK1 coincident with phosphorylated IRβ into nucleus and toward chromatin may depend on interaction with yet another protein involved in this complex.

In addition, there is a feedback loop such that FoxK1/K2 play a regulatory role in insulin signal transduction by modifying the signaling through Akt and ERK, such that knockdown of FoxK1/K2 result in enhanced Akt/ERK phosphorylation/activation. Transcriptome analysis supports the role of FoxK1/K2 as a modifier of insulin-mediated signal transduction pathways. Thus, in FoxK DKO cells insulin has lost its ability to up-regulate multiple genes involved in regulation of signal transduction including the dual specific phosphatase *Dusp5* involved in regulation of ERK^28^, chordin (*Chrd*) involved in TGFβ-signaling and BMP signaling^29^, tyrosine protein phosphatase type 5 (*PTPN5*) involved in suppression of ERK^30^, protein phosphatase 1, catalytic subunit, alpha isoform (Ppp1ca) involved in suppression of Akt^31^, myosin heavy chain 10 (*Myh10*) that is associated with AMPK and involved in insulin sensitivity^32^, neuritin 1 (*nrn1*) which is involved in upregulation of outward current (IA) subunit Kv4.2 expression and increases IA densities, in part activating IR signaling^33,34^, Sprouty homolog 4 (*SPRY4*) involved in MAPK inhibition^35^, C–C chemokine receptor (*CCR9*) involved in insulin sensitivity^36^, and methionine adenosyltransferase 1A (*Mat1a*) which is involved in triglyceride storage and insulin sensitivity^37^. 

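Of these 9 genes, Dusp5 and Spry4 passed the filter on low counts. In Control cells insulin stimulation raised Spry4 (ENSMUSG00000024427.6, chromosome 18 from 38586247 to 38601415) from 0.9 ± 0.7 CPM (SD, n = 4) to 2.9 ± 0.5 (n = 3), a log2 fold change of 1.59 with a standard error of 0.47 (adjusted p = 0.0119, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In DKD cells its log2 fold change was 0.28 (standard error 0.50, edgeR adjusted p = 0.761), and the difference in insulin effect was -1.31 (standard error 0.69, edgeR adjusted p = 0.381). Dusp5 had a log2 fold change of 1.23 (standard error 0.35) in Control and -0.44 (0.34) in DKD cells, with edgeR adjusted p of 0.0080 and 0.423. The difference was -1.67 (standard error 0.49, edgeR adjusted p = 0.0705), and it stayed past the threshold in the 14 fits that each left out one replicate. Dusp5 was already higher at basal in DKD cells, at 2.58 to 4.63 CPM against 0.50 to 2.32 in Control. After insulin stimulation Dusp5 and Spry4 were both lower in DKD than in Control cells, and 0 of the 2 differed at an FDR below 0.25. The other genes had low counts over the 30 samples, 160 for Chrd, 115 for Mat1a, 90 for Myh10, 55 for Ccr9, 40 for Nrn1, 38 for Ppp1ca and 18 for Ptpn5. When every gene with at least 1 count was tested, the differences in insulin effect of these 7 genes were all below 0, from -5.61 for Ptpn5 to -1.32 for Myh10, and the smallest edgeR adjusted p was 0.224, for Ppp1ca. Ppp1ca (ENSMUSG00000040385.6) had 0 counts in the 12 basal samples of Control, FoxK1 KD and FoxK2 KD cells and 1 to 4 counts in each of the other 18 samples. A library batch that parts those 12 samples from the other 18 was not excluded for any of these differences in insulin effect.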

Exactly how this combination of FoxK regulation of signal transduction genes alters insulin and IGF-1 action remains to be determined.

One of the most interesting aspects of FoxK1/K2 regulation is that it is reciprocal to FoxO signaling. In the fasting or unstimulated state, FoxO1 localizes predominantly in the nucleus. Insulin induces Akt activation through IRS-1 and IRS-2 leading to the phosphorylation of FoxO1 which favors its translocation into the cytoplasm and binding to 14–3–3 proteins, thus blocking its transcriptional activity. The targets of FoxOs are multiple and include genes involved in metabolism, cell proliferation, apoptosis, autophagy, inflammation, and stress resistance^38^. This is analogous to the regulation of the Forkhead transcription factor Daf-16 in *C. elegans*^39^. FoxOs and Daf-16 bind to two response elements in DNA, the Daf-16 member binding element (5′-GTAAA(C/T)AA-3′) and the insulin-response element (5′-(C/A)(A/C)AAA(C/T)AA-3′)^40^. Previous studies^23^ and our current work suggest that FoxKs bind to a similar motif [(A/T)(G/A)TAAA(C/T)A]. However, we have identified this motif in the promoters of only about 25% of genes regulated in the FoxK1/K2 DKD cells, suggesting that some of the changes in gene expression are regulated by transcription factors downstream FoxK1/K2. In addition to binding directly to DNA, FoxK proteins also may be recruited to chromatin through protein–protein interactions similar to FoxO proteins.

In mammals, FoxO1 has been intensively studied as one of the key regulatory molecules for glucose metabolism in liver. FoxO1 has effects on genes involved in glucose production and utilization and has little effect on genes directly involved lipid or glucose oxidation^41^. Thus, in liver, FoxO1 interacts with Pgc1α^17^ and upregulates the expression of gluconeogenic enzymes, such as G6pc and PEPCK^42^. In preadipocytes, FoxO1 increases expression of p21 and suppresses PPARγ inhibiting their differentiation to adipocytes in vitro^19,43^. FoxO1 also reduces the expression of G1-phase cyclins D1 and D2, and G2-M phase cyclin B^44^. FoxO1 phosphorylation is also influenced by acetylation and deacetylation by the NAD-dependent deacetylases Sirt1 and Sirt2^45^. Sirt1 binds directly to FoxO1 through a conserved LXXL motif and catalyzes its deacetylation^46^. FoxO1 acetylation promotes its phosphorylation leading to its retention in the cytoplasm and reduces FoxO1 transcriptional activity^47^. Insulin also regulates gene expression in liver through effects on sterol regulatory element binding protein-1c (SREBP-1c)^48^, and SREBP-1c activation is also regulated at a transcriptional level via FoxO1 and Sp1^49^.

While much remains to be learned about the physiological impact of FoxK1/K2 regulation of gene expression, FoxK1 has been shown to regulate the expression of c-myc and the p21 genes in C2C12 muscle cells^50,51^. FoxK1 also cross-talks with Wnt/β-catenin signaling by translocating Disheveled (DVL) into the nucleus^52^. In this study, we find that FoxK1/K2 regulate sets of genes involved in mitochondrial metabolism, cell apoptosis, and cell survival in AML12 liver cells. We also found that FoxK1 directly interacts with the promoter regions of cyclin-dependent kinase inhibitor 1B (*Cdkn1b)* and cyclin-G2 (*Ccng2)* following the insulin stimulation. As a result, knockdown of FoxK1 and FoxK2 causes the impairment of cell proliferation, increases cleaved caspase 3 indicating increased apoptosis, reduced expression of genes involved in mitochondrial lipid oxidation and decreased basal and maximal lipid oxidation. In addition, re-expression of FoxK1/K2 in the knockdown cells results in recovery of mitochondrial oxidative phosphorylation. Thus, FoxK1 can play a complementary role with FoxO1 in regulation of liver cell metabolism.

Taken together, our data support a expanded model of insulin action and the role of Forkhead box transcription factors (summarized in Fig. 8). In this model, insulin signaling triggers insulin receptor substrate phosphorylation leading to PI3K-Akt activation resulting in phosphorylation and downregulation of FoxO activity by excluding FoxO from the nucleus and retaining it in the cytoplasm. Simultaneously, insulin signaling modified the phosphorylation at multiple sites resulting in the reciprocal translocation of FoxK transcription factors from cytoplasm to nucleus where they migrate to the chromatin fraction. This translocation of FoxK1/K2 is dependent on the Akt, mTOR, and GSK3 pathways, and is important in control of fatty acid oxidation, mitochondrial biogenesis, cell proliferation, and survival. The reciprocal translocation of FoxKs and FoxO1 between the cytoplasm and nucleus after insulin stimulation creates an elaborate balance in insulin regulation of metabolism, cell growth, and cell survival.

**Fig. 8:**
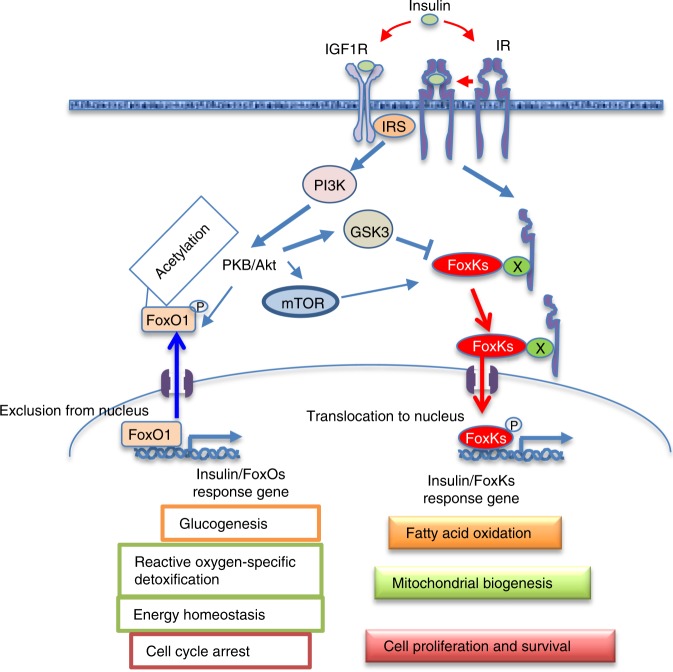
Schematic model of insulin regulation of FoxK1/K2 and FoxOs in cellular function. The FoxK Forkhead transcription factors translocate from the cytoplasm to nucleus reciprocally to the translocation of FoxO1. FoxK translocation to the nucleus is dependent on the Akt-mTOR pathway, while its localization to the cytoplasm in the basal state is dependent on GSK3. Once in the nucleus, FoxKs play important roles in regulation of genes, fatty acid oxidation, mitochondrial biogenesis, cell proliferation and survival. Where other unknown proteins (named here X) are in the FoxK and IR/IGF1R protein-protein complexes remains to be determined

## Methods

### Materials

Antibodies against phospho-IR/IGF1R (#3024, 1:1000), IRβ (#3025, 1:1000), IGF1Rβ (#3027, 1:1000), phospho-ERK1/2 (T202/Y204) (#9101, 1:1000), ERK1/2 (#9102, 1:1000), phospho-Akt (S473) (#9271, 1:1000), Akt (#4685, 1:1000), phospho-S6 (S235/236) (#2211, 1:2000), S6 (#2317, 1:1000), phosopho-FoxO1/3 (#9464,1:1000), FoxO1 (#2880,1:1000), FoxK1(#12025,1:1000), FoxK2 (#12008,1:1000), Lamin A/C (#2032,1:1000), HistoneH3 (#4499,1:1000), GSK3α (#4337, 1:1000), GSK3β (#9315, 1:1000), Vimentin (#5741, 1:1000), Na, K/ATPase (#3010, 1:1000) were purchased from Cell Signaling Technologies. Phospho-IRS-1 (Y612) (09-432, 1:1000) antibody was purchased from Millipore. GAPDH (sc-25778, 1:1000) antibody was from Santa Cruz. Flag (F3040, 1:5000) antibody was from Sigma. Anti-IRS-1 (611394, 1:500) antibody was from BD Biosciences. For immunocytochemistry FoxK1 (ab18196) was purchased from Abcam. Human insulin was purchased from Sigma and human IGF-1 from Preprotech. Mouse 3XFlag-FoxK1 and 3XFlag-FoxK2 cDNA clones were purchased from Genecopoeia. Human HA-GSK3βcDNA clone was from Addgene. Mouse IR (MC224356) and IGF1R (MC224342) cDNA clones were from Origene. Wild-type IR and IGF1R, as well as chimeric receptors IR/IGF1R [IR extracellular domain (a.a. 1–919) fused to IGF1R transmembrane and intracellular domain (a.a. 908–1339), numbers excluding signal peptide] and IGF1R/IR [IGF1R extracellular domain (a.a. 1–907) fused to IR transmembrane and intracellular domain (a.a. 920–1345)] were subcloned into the pBabe-hyrgromycin vector^22^. To generate chimeric receptors, an Ile^947^ to Leu point mutation was introduced into the insulin receptor cDNA to generate a BclI restriction site using the primer pair (5′-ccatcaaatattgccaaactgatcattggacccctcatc-3′; IR Bcll 3: 5′-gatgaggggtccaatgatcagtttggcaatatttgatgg-3′).

### Mice

Mice were maintained on a 12-h light/dark cycle and fed a normal CD (9F5020; PharmaServ). Tissues from 3-month-old male C57BL/6J mice were collected and rinsed in PBS. To assess insulin signaling in vivo, 5 U insulin (Sigma-Aldrich) was injected via the inferior vena cava. *FoxK1*^*lox/lox*^ mice were created using a targeting construct with loxP sites flanking exons 4 and 5 of *FoxK1*. These mice were injected via the tail vein with adenovirus encoding Cre recombinase gene to induce recombination in the liver or adenovirus encoding GFP gene as a control. All animal studies followed the National Institutes of Health guidelines and were approved by the Institutional Animal Care and Use Committees at the Joslin Diabetes Center or University of Gothenburg.

### Brown preadipocytes isolation and culture

Preadipocytes were isolated from newborn IR-lox/IGF1R-lox mice by collagenase digestion of brown fat and immortalized by infection with retrovirus encoding SV40 T-antigen followed by the selection with 2 µg ml^−1^ of puromycin. The immortalized preadipocytes were infected with adenovirus containing GFP alone (to generate control cell line) or GFP-tagged Cre recombinase (to generate IR/IGF1R double knockout preadipocytes). GFP-positive cells were sorted and expanded in DMEM supplemented with 10% heat-inactivated fetal bovine serum (FBS, Sigma), 100 U/ml penicillin and 100 µg/ml streptomycin (Gibco) at 37 °C in a 5% CO_2_ incubator^2^. IR/IGF1R double knockout preadipocytes were then stably transduced using the pBabe retrovirus system to generate mouse 6XHis-tagged IR, IGF1R, IR/IGF1R IGF1R/IR chimeric receptor cell lines^22^. Briefly, human embryonic kidney 293T cells (ATCC) were transiently transfected with 10 µg of the pBabe-hygro retroviral expression vectors encoding wild-type or mutant IR or IGF1R sequences and viral packaging vectors SV-E-MLV-env and SV-E-MLV using TransITExpress transfection reagent (Mirus Bio Corp.). Forty-eight hours after transfection, virus-containing medium was collected and passed through a 0.45 µm syringe filter. Polybrene (hexadimethrine bromide; 12 µg/ml) was added, and the medium was applied to proliferating (40% confluency) DKO cells. Twenty-four hours after infection, cells were treated with trypsin and re-plated in a medium supplemented with hygromycin (Invitrogen). Cells were maintained in DMEM supplemented with 10% FBS, 100 U/ml penicillin and 100 µg/ml streptomycin (Gibco), and cultured at 37 °C in a humidified atmosphere of 5% CO_2_.

### Insulin and IGF-1 signaling and subcellular fractionation

Cells were serum starved for 3 h with DMEM containing 0.1% BSA. Cells expressing wild-type IR, WT IGF1R, chimeric receptor IR/IGF1R or IGF1R/IR were stimulated with 10 or 100 nM insulin for indicated times, while cells expressing wild-type IGF1R or chimeric receptor IGF1R/IR were stimulated with 10 or 100 nM IGF-1 matching the extracellular domain for indicated times. After stimulation, cells were washed immediately with ice-cold PBS once before lysis and scraped down in RIPA buffer (Millipore, 20–188) supplemented with phosphatase inhibitor and protease inhibitor cocktail (Sigma-Aldrich) and 1× phosphatase inhibitor cocktail (Sigma-Aldrich). Subcellular protein fractionation was performed using the subcellular protein fractionation kit (Thermo Scientific Pierce) according to the manufacturer’s instructions. Protein concentrations were determined using the Pierce 660 nm Protein Assay Reagent (Bio-Rad). Lysates (10 to 20 µg) were resolved on SDS-PAGE gels, transferred to PVDF membrane for immunoblotting.

### Immunoblotting

Membranes were blocked in Starting Block T20 (ThermoFisher) at room temperature for 1 h, incubated with the indicated primary antibody in Starting Block T20 solution overnight at 4 °C. Membranes were washed three times with 1 × PBST, incubated with HRP-conjugated secondary antibody (1:10,000) in Starting Block T20 for 1 h and signals were detected using Immobilon Western Chemiluminescent HRP Substrate (Millipore). All uncropped immunoblotting images are presented in Supplementary Figs. 8–14.

### Chemical cross-linking and pull-down assay

For the chemical cross-linking, the cells were washed with PBS three times and incubated for 30 min at 4 °C with 1 mM DTSSP (Thermo Fisher) in PBS, followed by washing three times with TBS (20 mM Tris-HCl, 100 mM NaCl, pH 7.4) before use in the following procedure. To examine protein interactions, cells expressing His-tagged normal IR, His-tagged normal IGF1R, His-tagged chimeric receptor IR/IGF1R or IGF1R/IR were lysed in lysis buffer [20 mM Hepes (pH 7.4), 150 mM NaCl, 50 mM KF, 50 mM β-glycerolphosphate, 2 mM EGTA (pH 8.0), 1 mM Na_3_VO_4_, 1% Triton X-100 or 1% NP-40, 10% glycerol, 1× protease inhibitor cocktail (Sigma) and 5 mM imidazole] and then centrifuged for 20 min at 21,200 ×*g*. Fifteen milligram protein lysates were incubated with Talon Metal Affinity Resin (100 μl beads equilibrated in Lysis buffer), (Clontech/Takara, 635501) in a total volume of 14 ml for 1 h at 4 °C with end-to-end rotation. The protein complex-bound resin was washed three times with Lysis buffer and eluted the bound His-tagged protein with Elution buffer [20 mM Hepes (pH 7.4), 150 mM NaCl, 50 mM KF, 50 mM β-glycerolphosphate, 2 mM EGTA (pH8.0), 1 mM Na_3_VO_4_, 1% Triton X-100 or 1% NP-40, 10% glycerol, 1× protease inhibitor cocktail (Sigma) and 200 mM imidazole] by end-to-end rotation at 4 °C for 5 min.

### Liquid chromatography tandem mass spectrometry (LC-MS/MS)

Sample processing steps included SDS-PAGE purification of proteins, in-gel protein digestion using trypsin and peptide labeling with TMT 10-plex reagents. Multiplexed quantitative mass spectrometry data were collected on an Orbitrap Fusion mass spectrometer operating in a MS^3^ mode using synchronous precursor selection for MS^2^ fragment ion selection^53^. MS^2^ peptide sequence data were searched against a Uniprot mouse database with both the forward and reverse sequences using the SEQUEST algorithm. Further data processing steps included controlling peptide and protein level false discovery rates, assembling protein groups, and protein quantification from peptides.

### Cell lines and transient siRNA and plasmid transfections

Cells were seeded at 1 × 10^5^ cells cm^−2^ for 24 h prior to the transfection. For siRNA treatment, cells were transfected with 8 μl RNAiMax per 1.3 ml medium and 25 or 50 nM siRNA according to the manufacturer’s protocol. The target sequences for siRNA treatment are provided in Supplementary Table 7. For transfection of plasmids, cells were transfected with 4 μl of Lipofectamine 3000 and 2.5 μg DNA each per 1.3 ml medium. The medium was changed on the next day.

### Insulin stimulation for RNA isolation

Cells were serum starved overnight with DMEM + 0.1% BSA then mock treated or treated with insulin (100 nM) for 6 h, after which they were washed once with cold 1× PBS and resuspended in RLT lysis buffer (Qiagen). Total RNA was extracted using an RNeasy mini kit (Qiagen) following manufacturer’s manual.

### RNA-Seq processing and data analysis

RNA-Seq analysis was performed by the BioPolymers Facility at Harvard Medical School. Library for RNA-Seq was prepared using NEBNext mRNA Sample Prep Master Mix kit (NEB), and sequencing was performed using an Illumina HiSeq2500 platform in the Biopolymer core facility at Harvard Medical School. Statistical significance of transcripts was assessed with empirical Bayesian linear modeling using the *limma* package^54^, and significance of gene sets was assessed with the *sigPathway* package^55^. Heatmaps were created with the *gplots* package, and volcano plots and scatterplots were created with the *ggplot2* package^56^.

### qRT-PCR and mitochondrial DNA copy number

One microgram of RNA was reverse transcribed using a High Capacity cDNA Reverse Transcription kit (Applied Biosystems) according to the manufacturer’s instructions. Real-time PCR was performed using the SYBR Green PCR master mix (Bio-Rad). Fluorescence was monitored and analyzed in an ABI Prism 7900 HT sequence detection system (Applied Biosystems). TBP expression was used to normalize gene expression. Amplification of specific transcripts was confirmed by analyzing melting curve profiles at the end of each PCR. The mitochondrial DNA (mtDNA) copy number was measured by comparing mt-ND1 and mt-ND6 (mtDNA) to GAPDH (nuclear DNA). All primer sequences can be found in Supplementary Table 7.

### Immunofluorescence

Cells grown on glass coverslips were fixed with 4% formaldehyde for 15 min at room temperature, rinsed three times in PBS plus 0.3% Triton for 5 min and blocked in 5% BSA for 30 min at room temperature. Cells were then incubated with anti-FoxK1 antibody (Abcam ab18196) and secondary antibody coupled to AlexaFluor 488 (Life Technologies). Cells were mounted on glass slides using Vectorshield hard set mounting medium (Vector Laboratories). Images were acquired with a two-photon confocal microscope (Zeiss 710). For EdU incorporation assay, cells were treated with 10 μM EdU (8 h) and stained with Click-iT Plus EdU Alexa Fluor 488 Imaging Kit (Thermo Fisher).

### Cell proliferation assay using [^3^H]-thymidine incorporation

Cells were plated 5 × 10^4^ per well to 24-well plates. On the next day cells were starved with serum-free DMEM/F12 containing 0.1% BSA media for 24 h then labeled with 0.2 μCi [^3^H]-thymidine per well for 24 h in the presence or absence of 100 μM insulin. After labeling, the cells were washed twice with PBS and precipitated with 500 μl of 10% TCA for 10 min at −20 ℃. [^3^H]-thymidine incorporation was quantified by scintillation counter.

### Seahorse bioanalyzer

A Seahorse XFe96 Flux analyzer (Agilent Technologies) was utilized to measure Oxygen Consumption Rate (OCR) according to manufacturer’s protocol. Cells were seeded into XFe 96 cell culture microplates at the density of 20,000 cells per well. One day before cells were incubated with substrate-limited medium (DMEM, 0.5 mM glucose, 1 mM GlutaMAX, 0.5 mM carnitine, 1% FBS) to prime cells for fatty acid utilization. One hour before the assay, cells were given 2.5 mM glucose and 0.5 mM carnitine in the running medium (111 mM NaCl, 4.7 mM KCl, 1.25 mM CaCl_2_, 2 mM MgSO_4_, 1.2 mM NaH_2_PO_4_ and 5 mM HEPES), To determine the Fatty Acid Oxidation (FAO), FAO running media was added with the 0.175 mM palmitate-BSA FAO substrate (Agilent Technologies) followed by addition of 1 µM oligomycin (oligo) from, 0.5 μM FCCP, and 2 µM antimycin (Ant). Prior to oligomycin injection, basal FAO was calculated with the subtraction of non-mitochondrial respiration by the addiction of the carnitine palmitoyltransferase-1 (CPT1) inhibitor 40 mM etomoxir. After 1 µM oligomycin injection, ATP-coupled FAO was calculated. And the maximal FAO is calculated from Maximal FCCP rate minus non-mitochondrial respiration. For the quantifications in the bar graphs, data points for all wells across the four time-points were averaged. To measure parameters of mitochondrial function, the XF Cell Mito Stress Test was utilized by directly measuring the OCR of cells. In this experiment, cells were given pyruvate and 25 mM glucose in the running medium followed by sequential addition of 1 µM oligomycin, 1 µM FCCP, and 2 µM antimycin. Basal respiration, ATP production, and maximal respiration capacity was calculated with the subtraction of non-mitochondrial respiration. For the quantitation in the bar graphs, data points for all wells across the four time-points were averaged. Cells were lysed in 0.1% SDS solution and protein concentrations were measured and used for normalization of OCR values.

### Transmission electron microscopy

Cells were fixed in 0.1 M sodium phosphate buffer containing 2.5% glutaraldehyde for 16 h and post-fixed with 2% osmium tetroxide in Millonig Buffer, then processed in a standard manner and embedded in BEEM capsules filled with Araldite resin. Semi-thin sections were cut at 1 μm and stained with 1% toluidine blue to evaluate the quality of preservation. Ultrathin sections (60–80 nm) were cut, mounted on copper grids and stained with uranyl acetate and lead citrate by standard methods. Stained grids were examined and photographed on a Philips 301 transmission electron microscope using a side mount Infinity 2 digital camera with Infinity Camera V:3.1 software from Lumenera Scientific.

### Chromatin immunoprecipitation (ChIP) assay

Cells were first stimulated with insulin or saline and then cross-linked for 10 min by adding formaldehyde directly to tissue culture medium to a final concentration of 1%. Cross-linked cells were then washed twice with cold PBS, scraped, pelleted, resuspended in Chip lysis buffer (0.5% NP40, 85 mM KCl, 10 mM HEPES (pH 8.0), 5 mM DTT, PMSF and 1× protease inhibitor cocktail), and incubated for 10 min on ice and spun for 10 min. The supernatant was discarded. The cell pellet was incubated in Nuclei lysis buffer (1% SDS, 10 mM EDTA, 50 mM Tris-HCL pH 8.0, 1× protease inhibitor cocktail) for 10 min on ice then sonicated to produce chromatin fragments of 300–1000 bp. The samples were centrifuged, and the supernatants diluted in dilution buffer with protease inhibitors and precleared with 50 μl protein A/G magnetic beads for 1 h at 4 °C. Cross-linked chromatin was incubated 3 h with 10 μg FoxK1 antibody or control IgG at 4 °C. Antibody-protein-DNA complexes were isolated by immunoprecipitation with 50 μl protein A/G magnetic beads. After extensive washing, immune complexes were eluted using freshly prepared elution buffer (50 mM Tris-Cl (pH 8.0), 10 mM EDTA, 1% SDS). Formaldehyde cross-linking was reversed by overnight incubation at 65 °C. Samples were purified by standard phenol:chloroform extraction and used as a template in PCR. The primers used were as follows: Cdkn1B forward, 5’-GGCCGTTTGGCTAGTTTGTT-3′ and reverse, 5′-CTGGTCGCGTGACTACTCG-3′; Ccng2 forward, 5′-TACTTTGGGCGGACTTTTCA-3′ and reverse, 5′-GCGGAAGGAGACAGTTTCTG-3′; and reverse, 5′-GCGGAAGGAGACAGTTTCTG-3′. Samples from at least three independent immunoprecipitations were analyzed.

### Phosphoproteome sample preparation and LC-MS/MS

All samples were lysed in SDS lysis buffer (4% SDS, 10 mM DTT, 10 mM HEPES pH 8), boiled and sonicated, and precipitated overnight using ice-cold acetone (v/v = 80%). After centrifugation at 4000×*g*, the pellet was washed twice with 80% ice-cold acetone before air drying and resuspended with sonication in TFE buffer (10% 2-2-2-trifluorethanol, 100 mM ammonium bicarbonate (ABC)). Proteins were digested using LysC and trypsin (1:100), over-night at 37 °C. The following day, phosphopeptides were enriched as follows^26^. Peptides were loaded on a 50 cm reversed phase column (75 µm inner diameter, packed in-house with ReproSil-Pur C18-AQ 1.9 µm resin [Dr. Maisch GmbH]). Column temperature was maintained at 60 °C using a homemade column oven. An EASY-nLC 1200 system (Thermo Fisher Scientific) was directly coupled online with the mass spectrometer (Q Exactive HF) via a nano-electrospray source, and peptides were separated with a binary buffer system of buffer A (0.1% formic acid (FA)) and buffer B (80% acetonitrile plus 0.1% FA), at a flow rate of 350 nl min^−1^. Peptides were eluted with a nonlinear 150-min gradient of 5–60% buffer B (0.1% (v/v) formic acid, 80% (v/v) acetonitrile). After each gradient, the column was washed with 95% buffer B for 5 min. The mass spectrometer was programmed to acquire in a data-dependent mode (Top10) using a fixed ion injection time strategy. Full scans were acquired in the Orbitrap mass analyzer with resolution 60,000 at 200 *m*/*z* (3E6 ions were accumulated with a maximum injection time of 10 ms). The top intensity ions (N for TopN) with charge states ≥2 were sequentially isolated to a target value of 1E5 (maximum injection time of 120 ms, 20% underfill), fragmented by HCD (NCE 27%) and detected in the Orbitrap (*R* = 15,000 at *m*/*z* 200).

### Data processing and analysis

Raw mass spectrometry data were processed using MaxQuant version 1.5.3.15^57,58^ with an FDR < 0.01 at the level of proteins, peptides, and modifications. Searches were performed against the Mouse UniProt FASTA database (September 2015). Enzyme specificity was set to trypsin. The search included cysteine carbamidomethylation as a fixed modification and N-acetylation of protein, oxidation of methionine, and phosphorylation of Ser, Thr, Tyr residue (PhosphoSTY) as variable modifications. Upto 2 missed cleavages were allowed for protease digestion. ‘Match between runs’ was enabled, with a matching time window of 0.7 min. Bioinformatic analyses and data visualization were performed with Perseus (www.perseus-framework.org)^59^. Significance was assessed using ANOVA analysis, for which replicates were grouped, and statistical tests performed with permutation-based FDR correction for multiple hypothesis testing. Missing data points were replaced by data imputation after filtering for valid values (all valid values in at least one experimental group).

### Statistics

All data are presented as mean ± SEM and analyzed by two-tailed Student’s *t* test or one-way ANOVA followed by post hoc comparisons as appropriate. N indicates the number of animals per group or number of independent experiments. Results were considered significant if *P* < 0.05.

## Supplementary information

Supplementary Information

## Data Availability

RNA-seq data generated in this study are available at NCBI GEO database with the accession number GSE110574 and can be accessed with the following access link: [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE110574]. Proteomic data are available at Github and can be accessed with the following access link: [https://github.com/jdreyf/Foxk12-insulin]. All the other data in this study are available from the corresponding author on reasonable request.

How the deposited data were processed for this re-analysis (not part of the article)

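RNA-seq was analysed in 30 cultures of AML12 mouse hepatocytes in 8 groups: Control, FoxK1 KD, FoxK2 KD and DKD cells, each at basal and after insulin stimulation (100 nM for 6 h). Each group had 4 replicates, except Control and DKD cells after insulin stimulation with 3 each. The condition of every sample was taken from its label and the paper's design, never from its values. The labels give basal samples a time of 0 h, while the paper's text describes vehicle for 6 h.

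According to the paper, libraries were made with the NEBNext mRNA kit and sequenced on an Illumina HiSeq instrument, with limma used for genes and sigPathway for gene sets. The authors deposited raw counts, the number of reads counted on each gene in each sample, without normalization. The read aligner, the counting tool, the genome build and the annotation are not stated in the paper's text. The values were checked to be whole numbers with a different total in each sample, over the same 49089 versioned Ensembl identifiers. Of these, 48349 were found in GENCODE M21 (GRCm38) by identifier, 41341 of them with the same version, and 22018 had an Entrez identifier. Symbols, gene types, coordinates, GC content and length came from that annotation.

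Totals ranged from 2141460 to 5668270 counts per sample. Group medians were 4095303 (Control basal), 3972056.5 (FoxK1 KD basal), 4440783 (FoxK2 KD basal), 3397962 (DKD basal), 3204787 (Control insulin), 2656166 (FoxK1 KD insulin), 3473209.5 (FoxK2 KD insulin) and 4077425 (DKD insulin). Simulations were scored at an FDR below 0.05 without a fold-change minimum, and the planted changes were 1.5-fold or larger. At these depths and group sizes, simulated counts with 200 changed genes gave 89.5% recovery and 5.29% false calls in a basal comparison. For a difference in insulin effect, 74% of 200 changed genes were recovered with 4.52% false calls. With no gene changed, 0 genes were called at an FDR below 0.05, and an FDR below 0.25 was not scored. DESeq2 and limma-voom recovered 90% and 89.5% in the basal comparison. Pairs of samples in a group were also checked for copies: the smallest chi-square per degree of freedom over 42 pairs was 1.70.

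Genes were filtered with edgeR's filterByExpr, which left 11368 genes. Counts were normalized by the TMM method and fitted in 1 model of the 8 groups (edgeR 4.0.16: estimateDisp, glmQLFit and glmQLFTest), with Benjamini-Hochberg adjustment. Standard errors were taken as the absolute log2 fold change divided by the square root of the F statistic. CPM values were computed on TMM-adjusted library sizes. For the knockdowns against Control at basal, the threshold was an FDR below 0.25. For insulin effects and for differences in insulin effect between genotypes (the interaction of genotype and insulin), it was an FDR below 0.25 with a fold change above 1.5. Genes selective to 1 knockdown were those called in it and not called in the same direction in either of the other knockdown comparisons. The paper's text gives no rule for them, but its wording places them among the genes changed in DKD.

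Distances from Control at basal were root-mean-square differences of log2-CPM (prior count 2), with an exact permutation test over all splits of 8 samples. Principal components used the same values of the 16 basal samples, centred and not scaled. Gene sets were the mouse Reactome sets shipped with fgsea 1.28.0. Sets with 10 to 600 tested genes were tested with limma's camera (3.58.1) on voom values, with an inter-gene correlation of 0.01 and an FDR threshold of 0.05. Of the tested genes, 10715 had an Entrez identifier. Cell cycle markers came from Seurat 5.3.0. The other tools were R 4.3.3, DESeq2 1.42.0, Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.

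Genes were chosen for naming by a rule set before the data were examined. The rule took every gene the paper's text names for RNA-seq, at the comparison it is named for, and Foxk1 and Foxk2 in every group. The long lists of mitochondrial genes, and the genes of Figs. 5c, 5g, 6a and 7d, were given as counts. For DKD against Control at basal, insulin in Control and the DKD interaction, it added the 3 genes up and the 3 down with the largest absolute log2 fold change, among genes with an FDR below 0.05 and a mean log2-CPM of at least 1. In the comparisons of 2 groups, only genes whose samples did not overlap counted for this last part. A few results that meet these rules, or the rule for gene sets, are not reported here.

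Alternatives set in advance were DESeq2 size factors and Wald test, limma-voom, a minimum of 10 counts in every sample, a minimum of 1 count in any sample, fitting only the groups compared, a replicate block, leaving out each sample in turn, an FDR below 0.05, and a fold-change minimum removed or added. For selective genes, the alternative was a definition among genes called in DKD, and for the interaction a direct comparison of DKD and Control after insulin. For distances they were the 500 most variable genes, a prior count of 0.5 and scaled genes. For gene sets they were an inter-gene correlation estimated per set, fgsea and marker genes. Offsets that take out each sample's trend on GC content and length (splines with 4 degrees of freedom), with and without the replicate block, were added later, as were counts of every sample thinned to the smallest total. For every count of genes, other splits of the same samples were also fitted. Replicate numbers are not stated to mark pairs or batches, and same-numbered samples were not more alike than others (mean correlation of residuals -0.013 against 0.0043; permutation p 0.929, one-sided), so the main model has no replicate block.

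FoxK motifs in promoters were not analysed here, since they need a genome sequence. Western blots, imaging, respiration and the other assays of the paper are not RNA-seq and were not analysed here.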

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

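The tests of GC content and length, thinned counts, sample groupings, pseudogenes, a mislabelled sample, the total counts and most counted genes of Control basal replicate 1, and all other splits of the samples were chosen only after the result was seen.

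Within groups of 4 samples, the gap between the most extreme sample and its nearest neighbour was divided by the range of the group (Dixon's ratio). By chance about 1 in 20 groups passes the 95% critical value. Of 129 groups of values examined, 17 passed where 6.45 were expected, and 10 of the 17 were Control basal replicate 1. Among gene values, 9 of 93 passed (4.65 expected), but 8 of these were among the 38 tested in Control basal (1.9 expected) and 1 among the 55 in other groups (2.75 expected). Among sample measures, 8 of 36 passed (1.8 expected).

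Control basal replicate 1 stood apart on PC1 (19.9 against -10.5 to -8.31 in the other three; ratio 0.928), on PC2 (-40.8 against -7.62 to -4.97; 0.926) and in its mean distance to its group (0.518 against 0.374 to 0.382; 0.948). Its CPM was also apart for Vcam1 (351 against 271 to 282; ratio 0.871), Tgoln1 (823 against 667 to 675; 0.954), Mtch1 (188 against 129 to 132; 0.954), Cox7c (543 against 108 to 143; 0.919), Gm12940 (30.3 against 19.8 to 21.4; 0.842), Ccng2 (439 against 287 to 295; 0.944) and Gm42939 (0.284 against 0 in each of the others; 1.0). In all, 186 genes deviated more than 2-fold from the mean of the other Control basal samples, against 2 to 5 in the others. GC content and gene length accounted for 15.1% of the variance of its deviation across genes, against 4.17 to 9.34% in the others, so that part of the deviation cannot be told apart from a GC and length bias. Its Foxk1 was at 110% of the mean of the other three and its Foxk2 at 109%. Foxk1 goes against a FoxK1 KD, DKD or Control insulin sample with a wrong label, and Foxk2 against a FoxK2 KD sample, in which Foxk2 was at 33.7% of Control at basal. Its total was 3809555 counts, and basal samples with smaller totals lay nearer to their groups, which goes against library size. Its 10 most counted genes held 6.47% of its counts (95% interval 6.45 to 6.50%, for the error of counting reads only). This was the largest share of the 30 samples (5.44 to 5.80% in the other Control basal samples), and its most counted gene was S100a6 where the others had Eef1a1, but a few genes did not take most of its counts. The design gives no biological explanation for a difference between replicates, and none was tested. A separate library or culture batch for this sample was not tested, since the labels give none.

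Other samples were apart on single measures. FoxK1 KD insulin replicate 3 had 2345903 total counts against 2651680 to 2673390 (ratio 0.934). FoxK2 KD basal replicate 1 had 14758 genes with a count against 15350 to 15393 (0.932), and a mean distance to its group of 0.341 against 0.304 to 0.306 (0.942). For FoxK1 KD basal replicate 2, PC2 was 9.72 against 4.89 to 5.29 (0.916). DKD basal replicate 3 had a mean distance of 0.361 against 0.335 to 0.338 (0.876). Gm13668 was at 5.91 CPM in DKD basal replicate 4 against 2.58 to 2.91 (0.902), and Irs2 at 213 CPM in Control basal replicate 4 against 170 to 176 (0.866). These single measures were not tested further, and no biological explanation was tested for them.

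The effect of insulin differed between DKD and Control cells for 459 genes, 271 with a positive and 188 with a negative difference (FDR below 0.25, fold change above 1.5). With each sample's trend on GC content and length taken out, 396 genes passed, and 319 (69.5%) of the 459 were kept. With every sample thinned to 2141460 counts, 392 passed. Neither GC content and length nor library size therefore accounts for the result as a whole. Of the 8 assignments of the genotype labels that part as many same-numbered samples, 1, the real one, gave as many genes, and the largest other gave 1 gene. With 8 assignments the share could not go below 0.125. When the treatment labels were split instead, 19 of 64 splits gave as many, the largest 2882. Those splits mix the effect of insulin into the difference between genotypes.

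A difference between library or sequencing batches was not excluded for that result. A few genes were near 0 in the Control, FoxK1 KD and FoxK2 KD basal samples and present in the DKD basal samples and in all insulin-stimulated samples. Of 254 groupings of the 8 groups, 1, this one, had 6 genes over 4-fold apart with no overlapping samples, and the next had 2. The grouping was noticed through such genes, so this first place was to be foreseen and is no separate evidence for a batch. All genes with no overlapping samples were also counted, whatever their fold change. For this grouping 52 were higher in the 18 samples and 83 in the 12. Both numbers were below those of the 4 insulin groups against the 4 basal groups (186 higher with insulin and 152 at basal). For DKD basal against all other groups, 118 genes were higher and 77 lower. The labels and the paper give no batch, and the grouping was found in the counts, so it is a hypothesis. It separates DKD from Control at basal, and basal from insulin in Control but not in DKD, so the counts of DKD against Control at basal, of insulin in Control, and of the difference in insulin effect between DKD and Control cannot as a whole be told apart from such a batch. Insulin in DKD, the basal single knockdowns against Control, DKD against Control after insulin, and the differences in insulin effect between each single knockdown and Control do not cross it. Changes that recur in one of these go against a batch for the genes concerned. Of the genes changed by insulin in Control, 250 up and 179 down also passed in DKD. Of those changed in DKD at basal, 450 passed an FDR of 0.25 in the same direction after insulin, among them 25 of the 28 genes of Group I of Fig. 5c.

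The genes with the largest differences in insulin effect included ones from this grouping. The log2 difference was -7.74 for Gm13668 (SE 1.20, FDR 5.96e-04), -7.47 for Rps2-ps10 (SE 1.20, FDR 8.57e-04) and -6.22 for Gm42939 (SE 0.83, FDR 3.54e-04), all with the edgeR test. Gm13668 and Rps2-ps10, both pseudogenes, had 0 CPM in all 4 Control basal samples, and all 4 DKD basal, all 3 Control insulin and all 3 DKD insulin samples were above 0. Among the 52 genes higher in all 18 samples of one side than in all 12 of the other, 10 were pseudogenes, of 251 pseudogenes tested (odds ratio 10.9, Fisher's exact test p 1.61e-07, two-sided), while the 83 genes higher in the 12 included 0 pseudogenes. A candidate explanation for these genes is a change in how reads shared between genes and their pseudogenes were assigned, and the effect of knockdown or insulin on the same genes was not separable from it. In the other direction were Gm17066 (2.17, SE 0.52, FDR 0.0256), Cox7c (1.97, SE 0.51, FDR 0.0423) and Gm12940 (1.74, SE 0.40, FDR 0.0199). For Cox7c and Gm12940, all 4 Control basal samples were above all 4 DKD basal samples, but Control basal replicate 1 was the extreme sample, and their largest FDR with 1 sample left out was 0.131 and 0.105.

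Among genes the paper names, the log2 differences in insulin effect included -1.67 for Dusp5 (SE 0.49, FDR 0.0705), 0.58 for Irs2 (SE 0.16, FDR 0.0523), 0.56 for Ccng2 (SE 0.16, FDR 0.0532) and 0.50 for Cdkn1b (SE 0.15, FDR 0.0907), by edgeR. Dusp5 was higher in all 3 Control insulin samples than in all 4 Control basal samples, and its DKD samples overlapped. Irs2 was lower in all 3 insulin-stimulated than in all 4 basal samples in Control and in DKD. With 1 sample left out, Dusp5, Irs2 and Ccng2 kept an FDR below 0.25 in each of 14 fits, while the largest FDR of Cdkn1b was 0.252. Of the 73 tested genes of Fig. 7d, 56 had an FDR below 0.25 for the difference. An effect of the knockdown on these genes cannot be told apart from the batch-like grouping above.

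Between FoxK1 KD and Control, the effect of insulin differed for 176 genes (133 positive, 43 negative, smallest FDR 0.0856, 1519 genes at an unadjusted p below 0.05). After GC and length offsets 115 passed, with 90 (51.1%) of the 176 kept. Of the 16 label assignments that part as many same-numbered samples, 2 gave as many genes, the other one 267, and the share could not go below 0.0625. With treatment labels split, 35 of 100 splits gave as many, but those splits mix the effect of insulin into the difference between genotypes. The 16 assignments alone are too few to decide whether the 176 genes differ from a random assignment of the samples. Across the fits that left out 1 sample the count went from 16 to 523.

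S phase marker genes (43 tested) rose with insulin by a mean log2 of 0.51 in Control, 0.35 in DKD, 0.45 in FoxK1 KD and 0.39 in FoxK2 KD cells. The mean difference from Control was -0.16 in DKD (camera p 2.13e-04, 33 of 43 genes lower), -0.060 in FoxK1 KD (0.0278, 26 of 43) and -0.12 in FoxK2 KD (0.00102, 34 of 43), without correction over comparisons. The comparisons for the single knockdowns do not cross the batch-like grouping. After insulin, a comparison within the grouping, the markers were lower in DKD than in Control by a mean log2 of -0.22 (camera p 5.84e-13, 40 of 43 genes lower). They were also lower at basal, by a mean log2 of -0.061 (p 0.148). The difference after insulin lies on a single side of the grouping, but the rise with insulin also depends on the basal samples of both sides, so the smaller rise in DKD cannot be told apart from a batch. A smaller rise of S phase genes with insulin in FoxK-depleted cells is a hypothesis. GC content, library size and the share of cells in S phase were not tested for it. The camera p of the markers used a correlation between genes fixed at 0.01 and may be too small if the markers are more correlated.

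The paper's text gives no counts of insulin-regulated genes for the single knockdowns. Insulin changed 1463 genes in FoxK1 KD (933 up, 530 down) and 1211 in FoxK2 KD (719 up, 492 down), against 1367 in Control. In both, 1 of the 8 splits that part as many same-numbered samples, the real one, gave as many genes. The other 27 splits, which part fewer same-numbered pairs, gave 0 to 290 genes in FoxK1 KD and 0 to 214 in FoxK2 KD. Both comparisons cross the batch-like grouping, so these counts as a whole cannot be told apart from a batch. This does not hold for genes that insulin also changed in DKD, where it does not cross the grouping, and their number among these genes was not counted. After GC and length offsets, 1279 and 1144 genes passed.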

How the results depend on the processing

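All tests of this part were fixed before the data were examined, except the GC and length offsets, with and without the replicate block, and the thinned counts, which were added after the result was seen. For each changed value below, the cause was not tested. The motif alternatives were not run, since the motif share itself was not analysed here.

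DESeq2 and limma-voom each kept all 19 gene counts within 1.5 times their value with edgeR. Over the results that answer a comparison, 212 of 264 values from fits that left out 1 sample stayed so, and 52 moved. Under the other alternatives 162 of 240 stayed, 1 became stronger and 77 moved. Of 94 results for named genes (a gene in a comparison), 77 kept their direction and side of the threshold under every alternative run. Over named genes, lists and sets, 1208 of 1273 values from fits without 1 sample were unchanged (16 weaker, 24 stronger, 6 moved, 19 reversed), as were 1277 of 1366 under other alternatives (21 weaker, 21 stronger, 40 moved, 7 reversed).

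An FDR below 0.05 left 1169 genes up and 1229 down in DKD, 920 changed in FoxK1 KD and 43 in FoxK2 KD at basal. It left 221 up and 353 down selective to FoxK1 KD, 3 up and 3 down selective to FoxK2 KD, 334 up by insulin in DKD, 136 in the DKD interaction and 0 in the FoxK1 KD interaction (1519 genes at an unadjusted p below 0.05). A fold-change minimum of 1.5 at basal left 507 up and 357 down in DKD, 409 in FoxK1 KD and 90 in FoxK2 KD, with 92 up and 162 down selective to FoxK1 KD and 12 up and 17 down selective to FoxK2 KD. Without a fold-change minimum, insulin changed 2517 up and 2786 down in Control, 2125 up and 2119 down in DKD, with 1206 up and 1243 down shared, 6143 in FoxK1 KD and 5625 in FoxK2 KD. The interactions then held 1123 (DKD) and 386 (FoxK1 KD) genes.

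With at least 10 counts in every sample, insulin changed 420 up and 432 down in Control, 302 up and 250 down in DKD, 154 up and 113 down in both, 912 in FoxK1 KD and 711 in FoxK2 KD. With every sample thinned to 2141460 counts, insulin in Control changed 737 up and 673 down (691 and 676 at full depth) and 1503 in FoxK1 KD (1463). At basal 4149 genes changed in DKD (4952 at full depth), 2431 in FoxK1 KD (3028) and 279 in FoxK2 KD (408), and the FoxK1 KD interaction held 139 (176). With at least 1 count in any sample, the FoxK1 KD interaction held 267 genes, the FoxK2 KD interaction 37, and 56 up and 82 down were selective to FoxK2 KD.

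Fitting only the groups compared gave 993 genes in FoxK1 KD and 5 in FoxK2 KD at basal (1669 and 765 at an unadjusted p below 0.05), 241 up and 310 down selective to FoxK1 KD, and 0 up and 1 down selective to FoxK2 KD. The DKD interaction held 255 genes and the FoxK1 KD interaction 0 (1038 at an unadjusted p below 0.05). Among genes called in DKD, 471 up and 552 down were selective to FoxK1 KD and 60 up to FoxK2 KD. Compared directly, DKD and Control after insulin differed for 210 genes (1449 at an unadjusted p below 0.05).

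With a replicate block, 28 genes down were selective to FoxK2 KD, and 2 sets up and 8 down passed in DKD at basal. The other 28 results fitted with the block, 31 in all, were unchanged, among them 2378 up and 2474 down in DKD, insulin effects of 687 up and 685 down in Control, and 448 genes in the DKD interaction. GC and length offsets gave 710 genes in FoxK2 KD, 60 up and 83 down selective to FoxK2 KD, and 115 in the FoxK1 KD interaction. With offsets and block together, 54 up were selective to FoxK2 KD and the FoxK1 KD interaction held 64. Cdkn1b in FoxK1 KD at basal reversed with the offsets, from 0.013 to -0.056, and to -0.048 with the block.

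Counts of gene sets moved more. With the inter-gene correlation estimated per set, 0 sets up and 0 down passed in DKD (14 and 41 at an unadjusted p below 0.05), 0 up and 0 down in FoxK1 KD (17 and 76) and 0 up in FoxK2 KD (31). Insulin then gave 13 up and 1 down in Control and 19 up and 3 down in DKD. With fgsea, 5 up and 17 down passed in DKD, 19 up in FoxK1 KD, 0 up in FoxK2 KD (40 at an unadjusted p below 0.05), and insulin in Control gave 140 up and 10 down. Directions reversed with fgsea for Intrinsic Pathway for Apoptosis in DKD (p 0.938), Bile acid and bile salt metabolism in FoxK1 KD (0.673), DNA Replication (0.815) and Extracellular matrix organization (0.428) in FoxK2 KD. In place of the Cell Cycle set in FoxK2 KD, S phase markers were up (p 0.730) where the set was down. With the 500 most variable genes, the distance of FoxK2 KD from Control reached 0.0351 (exact permutation p 0.0286, the smallest the design can give).

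Leaving out 1 sample in turn, DKD at basal stayed within 1855 to 2801 genes up and 2119 to 2801 down. Insulin in Control ranged from 684 to 763 up and 597 to 797 down, in DKD from 471 to 578 up and 381 to 506 down, shared genes from 235 to 274 up and 159 to 194 down, FoxK1 KD from 1385 to 1567 and FoxK2 KD from 1195 to 1252. The FoxK2 KD interaction held 0 genes in every one of these fits (625 at an unadjusted p below 0.05 with all samples). Wider ranges were 1548 to 3593 genes for FoxK1 KD and 177 to 979 for FoxK2 KD at basal. For selective genes they were 367 to 922 up and 406 to 1103 down (FoxK1 KD), and 9 to 64 up and 15 to 103 down (FoxK2 KD). The interactions ranged from 281 to 572 (DKD) and 16 to 523 (FoxK1 KD).

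For sets, leaving out 1 Control basal sample gave 0 to 3 up and 2 to 20 down in DKD, 6 to 14 up and 49 to 157 down in FoxK1 KD, 1 to 5 up and 0 to 1 down in FoxK2 KD, 2 to 10 down for insulin in Control and 0 to 1 down in the DKD interaction (17 to 21 sets up in DKD, 9 to 39 down in FoxK2 KD and 27 to 64 down in the interaction at an unadjusted p below 0.05). Reversed in at least 1 of these fits were Ccng2 (-0.21 to 0.020) and Cdkn1b (-0.11 to 0.11) in FoxK1 KD, and Cdkn1b (-0.10 to 0.12), Insr (-0.078 to 0.13) and Irs2 (-0.17 to 0.0017) in FoxK2 KD. Their basal changes were small and none of them passed an FDR of 0.25 with all samples. Sets that reversed were, with their range of p, Apoptosis (0.443 to 0.939) and Mitochondrial translation (0.243 to 0.970) in DKD, and in FoxK2 KD Cell Cycle, Mitotic (0.0415 to 0.846), Cell Cycle (0.0358 to 0.979), DNA Replication (0.0586 to 0.572), Apoptosis (0.0749 to 0.899), Intrinsic Pathway for Apoptosis (0.532 to 0.735), Extracellular matrix organization (0.280 to 0.962) and Respiratory electron transport (0.160 to 0.788). Glucose metabolism in the DKD interaction also reversed (0.182 to 0.795). None of these sets passed an FDR of 0.05 with all samples.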

Differences from the paper's values

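The wording of the paper places the genes selective to a single knockdown among those changed in DKD, while the definition fixed here before the data were examined leaves those out. Among genes called in DKD the counts were 471 up and 552 down for FoxK1 KD and 60 up and 39 down for FoxK2 KD, each within 1.5 times the paper's 358, 378, 84 and 57. By the definition fixed here they were as follows. The paper gives 358 upregulated and 378 downregulated genes selective to FoxK1 KD; the values here were 774 and 997. Of the alternatives set before the data were examined, fitting only the groups compared (241 up, 310 down) and selecting among genes called in DKD (471 up, 552 down) came within 1.5 times the paper's values, as did an FDR below 0.05 for downregulated genes (353). Of 16 fits that left out 1 sample, 2 did so for upregulated and 2 for downregulated genes. The other alternatives did not. For genes upregulated selectively in FoxK2 KD the paper gives 84, against 32 here. A minimum of 1 count in any sample gave 56, selection among genes called in DKD gave 60, and 2 of 16 fits without 1 sample also came within 1.5 times the paper's value. The GC and length offsets, chosen after seeing the values, gave 60.

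The paper gives 1151 genes with a different insulin response in DKD, against 459 here. Without a fold-change minimum the count was 1123, and no other alternative set before the data were examined came within 1.5 times the paper's value. For genes upregulated by insulin in DKD the paper's value is about 810 in Fig. 5d, read by eye, against 535. With a minimum of 1 count in any sample it was 635, and 2 of 7 fits without 1 sample also came within 1.5 times. The other alternatives did not. The share of variance on PC1 of the basal samples is about 16% in Fig. 5b, read by eye, against 26.0%. The alternatives gave 25.0 to 28.3%, and none of the 3 closed the gap.

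Fig. 5f gives shares of each set's genes changed by insulin in Control, here read by eye. For downregulated genes the paper's shares are about 67% in Fig. 5f for Endogenous sterols (0% here, 50% without a fold-change minimum), about 50% in Fig. 5f for TRAF6 mediated IRF7 activation (12.5% here, 62.5% without the minimum), about 50% in Fig. 5f for bile acid synthesis via 24-hydroxycholesterol (0%, 42.9%), about 30% in Fig. 5f for Inwardly rectifying K+ channels (0%, 37.5%) and about 20% in Fig. 5f for Synthesis of bile acids and bile salts (0%, 25%). For Intrinsic Pathway of Fibrin Clot Formation it is about 43% in Fig. 5f (0% here, 66.7% without the minimum) and for ADP signalling through P2Y purinoceptor 12 about 28% in Fig. 5f (0% here, 50% without it). For these last sets the share without the minimum was above the paper's, and none of the 8 alternatives set before the data were examined came within 1.5 times of it. For upregulated genes the paper's shares are about 40% in Fig. 5f for Regulation of gene expression in beta cells (0% here, 50% without the minimum), about 40% in Fig. 5f for Acyl chain remodelling of PI (20% here, 60% without it), about 50% in Fig. 5f for mRNA decay by 3' to 5' exoribonuclease (0%, 50%) and about 67% in Fig. 5f for Eicosanoid ligand-binding receptors (0%, closed by none of the 8 alternatives, with 1 gene tested). For each set where removing the fold-change minimum closed the gap, the other 7 alternatives set before the data were examined did not.

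For gene sets tested by camera at basal, 2 of the paper's directions were opposite here, both without passing an FDR of 0.05. The paper gives apoptosis genes as increased in FoxK1 KD; the Apoptosis set had a mean log2 fold change of -0.063 (FDR 0.118). It gives bile acid metabolism as decreased in FoxK2 KD; the set Bile acid and bile salt metabolism had a mean of 0.029 (FDR 0.949). Other sets had the paper's direction in the camera test without passing an FDR of 0.05. These were Apoptosis in DKD, upregulated in the paper (mean 0.018, FDR 0.939), the citric acid cycle and respiratory electron transport in DKD, downregulated in the paper (-0.053, FDR 0.361), and Extracellular matrix organization in FoxK1 KD, increased in the paper (0.032, FDR 0.461). Mitochondrial metabolism is downregulated in DKD in the paper, and the set Mitochondrial translation had a mean above 0 there (0.042, FDR 0.905). For cell metabolism, downregulated in DKD in the paper, Metabolism of lipids and lipoproteins had a mean of 0.00048 with a camera direction of down (FDR 0.807).

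Of the genes the paper gives as increased in DKD in oxidative phosphorylation, Atp5g3 was lower (log2 fold change -0.42). Among genes the paper names as changed by insulin, Usp17la had a log2 fold change of 0.043 in Control in the fit with at least 1 count in any sample, with 64 counts over all samples. Among the genes for which it states that insulin lost its effect in DKD, the difference in insulin effect of Spry4 was -1.31 (SE 0.69, edgeR FDR 0.381).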

Other observations

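The tests of GC content and length, of thinned counts, of matched gene lists, of thresholds, of groupings and of all other splits of the samples were chosen only after the result was seen.

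More genes changed in DKD at basal (4952) than in FoxK1 KD (3028) or FoxK2 KD (408). The log2 fold changes in DKD were related to GC content (Spearman's rho 0.47 across genes, which are not independent replicates), and GC content and length together accounted for 14.7% of their variance. With each sample's trend on GC content and length taken out, 4007 genes passed, and 3081 (62.2%) of the 4952 were kept. With every sample thinned to 2141460 counts, 4149 passed, against 2431 in FoxK1 KD and 279 in FoxK2 KD. Neither bias therefore accounts for the result as a whole. On simulated counts with a GC trend added to the DKD samples, 3545 of 3723 calls at an FDR below 0.05 were false without the offsets. With the offsets, 88% of changed genes were recovered and 5.38% of calls were false. A part of the genes called in DKD at basal may therefore follow a GC trend. The batch-like grouping of the samples, a hypothesis from a few genes near 0 in Control, FoxK1 KD and FoxK2 KD at basal, runs between Control and DKD at basal, so the larger number in DKD cannot be told apart from a batch, while the single knockdowns do not cross it.

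Other splits of the same samples were fitted for each count. For DKD at basal, genes up and genes down, and for FoxK1 KD, 1 of the 8 splits that part as many same-numbered samples, the real one, gave as many genes, and for FoxK2 KD 2 of 8. The second of the 2 splits for FoxK2 KD gave 1692 genes, against 408 for the real one. For genes selective to FoxK1 KD the number was 1 of 8 in each direction, and to FoxK2 KD 2 of 8 in each direction. For insulin it was 1 of 8 for genes up and genes down in Control and in DKD and for the shared genes. With 8 splits the share could not go below 0.125. Among all 35 splits the real one alone gave as many (share 0.0286) for DKD and FoxK1 KD at basal, genes selective to FoxK1 KD, insulin in each of the 4 genotypes and the genes shared by Control and DKD. For FoxK2 KD at basal 3 of 35 did, and 2 of 35 for genes selective to it in each direction. The other 27 splits, which part fewer same-numbered pairs, gave 0 to 2229 genes for DKD and 0 to 1565 for FoxK1 KD, and none as many as the real split. For FoxK2 KD they gave 0 to 454, with 1 as many. For insulin in Control they gave 0 to 459 up and 0 to 510 down, and in DKD 0 to 211 up and 0 to 297 down. For the FoxK2 KD interaction, with 0 genes called and 625 at an unadjusted p below 0.05, 16 of 16 assignments gave as many.

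Gene sets were counted over the same splits. As many sets up were found in 4 of 8 splits for DKD at basal, 5 of 8 for FoxK1 KD, 7 of 8 for FoxK2 KD, 2 of 8 for insulin in Control and 1 of 8 for insulin in DKD. As many sets down were found in 3 of 8, 1 of 8, 8 of 8, 3 of 8 and 4 of 8 splits in the same order. For the DKD interaction, with 0 sets called (27 up and 43 down at an unadjusted p below 0.05), it was 8 of 8 in both directions. A count of 0 is reached by every split, so the splits say nothing about the sets down in FoxK2 KD or the DKD interaction.

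Of the 1367 insulin-regulated genes of Control, 429 (31.4%) passed the same thresholds in DKD, while 86.0% moved the same way, and 15 passed in opposite directions. Across all tested genes the insulin effects in Control and DKD had a Pearson's r of 0.484 (genes are not independent replicates). Of the 938 genes called in Control only, 79.6% moved the same way in DKD, and 296 (31.6%) had an interaction FDR below 0.25. For the rest of the 938, a loss of the effect cannot be told apart from an effect of thresholds applied to each genotype on its own, which may account for a part of the unshared genes. With the same thresholds, 642 (47.0%, r 0.690) of the 1367 genes passed in FoxK1 KD and 660 (48.3%, r 0.723) in FoxK2 KD. The single knockdowns had 4 insulin-stimulated samples each, against 3 in DKD. Like insulin in Control, insulin in the single knockdowns crosses the batch-like grouping, and insulin in DKD does not. A batch could therefore raise their shares, so the lower share in DKD does not decide between thresholds, a batch and a loss of the effect.

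Of the 4952 genes changed in DKD at basal, 3472 (70.1%) had the same sign after insulin, and 450 passed an FDR of 0.25 there in the same direction and 33 in the opposite one (r 0.259 across genes). All genes of Fig. 5c kept their sign. The median log2 difference went from 0.88 to 0.73 in Group I (28 genes, 25 with an FDR below 0.25 after insulin) and from -0.76 to -0.26 in Group II (22 genes, 10 of them). For the mitochondrial genes of Fig. 6a lower in DKD it went from -0.33 to -0.0035, and for those higher in DKD from 0.31 to 0.09. A candidate explanation is that the Fig. 6a genes changed less at basal. Lists matched on the basal statistic had a median of -0.08 after insulin for the lower genes, and 3.23% of 10000 lists lay at least as close to 0, so weaker basal changes account for this list less well. For the higher genes the matched median was 0.11 and 34.5% of lists lay as close, so weaker basal changes may account for that list. For the oxidative phosphorylation genes the paper's text names as downregulated in DKD, the median went from -0.38 to 0.05, with 8 of 20 genes keeping their sign. Matched lists had a median of -0.07, and 0.49% of them were as extreme. For those it names as upregulated the median went from 0.19 to 0.08 (14 of 22 genes), and 70.0% of matched lists were as low. DKD against Control at basal crosses the batch-like grouping and the comparison after insulin does not, so the loss for the genes lower in DKD cannot be told apart from a batch.

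Foxk1 mRNA was lower after insulin by edgeR in Control (log2 fold change -0.62, FDR 3.70e-04, all 3 samples below all 4 basal samples), DKD (-0.42, FDR 0.0347, 3 of 3) and FoxK2 KD (-0.41, FDR 0.00824, 4 of 4), with -0.26 in FoxK1 KD (FDR 0.146, samples overlapping). Foxk2 mRNA was higher after insulin in Control (0.22, FDR 0.0739, 3 of 3), DKD (0.36, FDR 0.0140, 3 of 3), FoxK2 KD (0.47, FDR 2.39e-04, 4 of 4) and FoxK1 KD (0.25, FDR 0.0238, samples overlapping). These values were not tested against technical explanations.

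Genes that the paper names for other assays were also read from the RNA-seq counts. By edgeR, insulin lowered Insr by a log2 fold change of -0.52 in Control (3 of 3 samples below all basal samples) and -0.30 in DKD (3 of 3), with a difference of 0.22 (FDR 0.541). For Irs1 the changes were -0.40 and -0.65 (3 of 3 samples in both), with a difference of -0.25 (FDR 0.632). At basal, Irs1 was higher in DKD (0.52, FDR 0.00296, 4 of 4 samples above all Control samples), and Cdkn1b was lower (-0.53, FDR 2.83e-04, samples overlapping).

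On chromosome 19, between 4035407 and 4233634, 16 of 18 protein-coding genes had 0 counts in all 30 samples. Cdk2ap2 had 1 count and Ppp1ca, which the paper names for insulin signalling, 38 counts in 18 samples. The neighbouring genes Ndufv1 and Ssh3 had 9968 and 6957. Over the genome 28.1% of protein-coding genes had 0 counts. Whether the stretch is missing in the cells or in the counting was not tested, and no biological explanation was tested.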
